# A long non-coding RNA interacts with Gfra1 and maintains survival of mouse spermatogonial stem cells

**DOI:** 10.1038/cddis.2016.24

**Published:** 2016-03-10

**Authors:** L Li, M Wang, M Wang, X Wu, L Geng, Y Xue, X Wei, Y Jia, X Wu

## Abstract

Spermatogonial stem cells (SSCs) are unique male germline stem cells that support spermatogenesis and male fertility. Long non-coding RNAs (lncRNA) have been identified as key regulators of stem cell fate; however, their role in SSCs has not been explored. Here, we report that a novel spermatogonia-specific lncRNA (lncRNA033862) is essential for the survival of murine SSCs. LncRNA033862 is expressed in early spermatogonia including SSC and was among 805 lncRNAs identified by global expression profiling as responsive to glial cell-derived neurotrophic factor (GDNF), a growth factor required for SSC self-renewal and survival. LncRNA033862 is an antisense transcript of the GDNF receptor alpha1 (*Gfra1*) that lacks protein coding potential and regulates *Gfra1* expression levels by interacting with *Gfra1* chromatin. Importantly, lncRNA033862 knockdown severely impairs SSC survival and their capacity to repopulate recipient testes in a transplantation assay. Collectively, our data provide the first evidence that long non-coding RNAs (lncRNAs) regulate SSC fate.

Mammalian testes can produce thousands of sperm within the duration of a single heartbeat and millions of sperm per day. This output relies on spermatogenesis, a highly organized process encompassing proliferation and maturation of differentiating germ cells that ultimately derive from spermatogonial stem cells (SSCs). Surrounded by testicular somatic cells, SSCs represent male germline stem cells with the capability to develop into all types of male germline cells. Histological examination and transplantation experiments suggest that SSCs constitute a very rare cell population of the male gonad, encompassing approximately 0.01–0.03% of all cells in the mouse testis.^1, 2^ The maintenance of a SSC pool and balancing SSC self-renewal and differentiation are essential for life-long spermatogenesis and fertility.

With the development of protocols for the long-term propagation of mouse SSCs as clump-forming colonies *in vitro,*^3, 4^ multiple exogenous growth factors and chemicals have been identified that support the self-renewal and proliferation of mouse SSCs, including leukemia inhibitory factor,^3^ fibroblast growth factor 2 (FGF2),^3, 4^ epidermal growth factor,^4^ insulin growth factor 1 and colony-stimulating factor 1,^5^ Wnt glycoproteins^6^ and low-dose H_2_O_2,_^7^ among others. Survival and self-renewal mammalian SSC *in vivo* and *in vitro*^3, 4, 8^ is dependent on glial cell line-derived neurotrophic factor (GDNF), which is secreted by the testis niche. GDNF has been used *in vitro* to support maintenance and expansion of SSCs or SSC-like cells in many species from rodents to primate including human.^9, 10, 11, 12, 13^

Our understanding of molecular mechanisms controlling SSC fate has substantially increased within the past decade. GDNF signaling, alone or in combination with FGF2 (basic FGF, bFGF) signaling, predominantly acts through modification of the activity of protein kinases, which include phosphoinositide-3 kinase-AKT (PI3K-Akt), mitogen-activated protein kinase/ERK kinase and Src family kinases, and subsequent changes in phosphorylation of downstream substrates ultimately affect gene expression.^14, 15^ Additional evidence for factors involved in SSC self-renewal derives from experiments demonstrating that genetic activation of H-Ras, a member of the proto-oncogene Ras family, and of cell cycle protein cyclin D2 can support SSC-like cell proliferation *in vitro* without supplement of exogenous cytokines,^16^ and that activation of AKT allows for the long-term proliferation of SSCs in the presence of FGF2 and GDNF.^17^ In addition, a number of coding genes have been shown critical for SSC self-renewal and survival; these include both genes subject to regulation by exogenous growth factors, for example, *Etv5, Bcl6b*; and genes not subject to such regulation, for example, *Plzf, Foxo1.*^18, 19, 20, 21, 22^ Recently, it has also become evident that microRNAs, including miR21, miR20 and 106a, miR221 and 222, and let-7 family members have a role in maintaining a SSC pool and determining SSC fate.^23, 24, 25, 26^

LncRNAs are transcripts of >200 nucleotides in length with little or no potential for translation.^27^ Mammalian lncRNAs have been found to be intrinsically functional, and increasing evidence points toward a role of lncRNAs as determinants of stem cell fate; specifically, as regulators of potency, self-renewal and differentiation.^28, 29, 30^ Whether maintenance and differentiation of germline lineage stem cells depends on regulatory lncRNAs has not yet been investigated. Here, we have characterized lncRNA expression in SSCs by large-scale gene expression analysis, and report that a subset of lncRNA species in SSCs is regulated by GDNF, which is an essential growth factor required for SSC proliferation and maintenance. Among these, we have identified a novel spermatogonia-specific lncRNA (lncRNA033862) that controls SSC self-renewal and survival by regulation of the expression of *Gfrα1*, the glycosylphosphatidylinositol-linked cell surface receptor gene of GDNF.

## Results

### *In vitro* propagation of clump-forming germ cells with SSCs properties

To establish SSC cultures, we isolated CD90.2 (Thy1)-positive germ cells from the testes of neonatal Rosa26 transgenic mice using magnetic cell separation. These cells were propagated *in vitro* for >3 months in a serum-free defined medium, with continuous replenishment of the growth factors GDNF, GFRA1 and FGF2, following a previously established and reproducible protocol.^31, 32^ The cultured germ cells formed clusters with typical grape-shaped morphology and were positive for PLZF (Zbtb16) and LIN28A (Figure 1a), which are markers of spermatogonial progenitor cells of the mouse testis.^20, 21, 33^ The expression profile of cultured germ cells was distinct from that of embryonic stem cells (ESCs) and STO feeder cells (feeder layer cells supporting ESC and SSC proliferation *in vitro*) and included pluripotency genes (*Pou5f1, Lin28a*), germline-specific genes (*Ddx4* and *Dazl*) and SSC markers (*Zbtb16* and *Gfra1*), but not *Gata1,* which is restricted to somatic lineages of the testis (Figure 1b). Cultures established from postnatal germ cells support the maintenance and expansion of SSCs but do not reflect a homogeneous stem cell population. Rather, similar to spermatogonia *in vivo*, these cultures contain a sub-population of true SSCs as defined by the capacity to restore spermatogenesis after transplantation into germ cell-depleted recipient mouse testes^34, 35^ We transplanted cell suspensions from SSCs cultures that had been maintained for 3 months into recipient testes and detected extensive colonization by beta-galactosidase reporter gene-positive donor cells (Figure 1c), confirming that the cultured clump-forming germ cells contained SSCs. Furthermore, *in vitro* proliferation of SSCs was dependent on GDNF: removal of GDNF from the culture medium for a period of 7 days resulted in a significant reduction in cell number (of 2.0 × 10^5^ plated cells, an average of 0.6 × 10^5^ remained after GDNF depletion) and changes in morphology with disappearance of grape shape clumps. In contrast, withdrawal of FGF2 for a week resulted in slower proliferation, but a net increase in cell number (2.0 × 10^5^ *versus* 3.6 × 10^5^), further confirming the crucial role of GDNF in maintaining SSC self-renewal and survival (Figure 1d and Supplementary Figure 1).

### Genome-wide sequencing identifies lncRNAs with a potential role in SSC self-renewal and survival

Omitting GDNF from the medium for up to 18 h does not adversely affect the SSC potential of cultured Thy1-positive germ cells; therefore, temporary GDNF removal and subsequent replenishment can be used to identify GDNF-regulated genes involved in SSC fate determination.^19^ We used high-throughput sequencing to compare global RNA transcript profiles of two independent SSC cultures harvested in three different culture conditions that included normal culture in GDNF and FGF2 supplemented medium, after 18 h of GDNF depletion, and after an additional 8-h period of re-exposure to GDNF (see flow diagram in Figure 2a). 

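RNA from 2 independently established lines of mouse spermatogonial stem cells (SSCs) was sequenced in 3 conditions, normal culture (N), 18 h after glial cell line-derived neurotrophic factor (GDNF) was withdrawn (0h), and 8 h after GDNF was added back to such cultures (8h), which gave 6 libraries and n = 2 per condition. Total RNA was depleted of ribosomal RNA, copied from random primers and sequenced on an Illumina HiSeq instrument, and a commercial service annotated the reads. The authors deposited, for each library, the number of uniquely mapped reads counted on each lncRNA, without normalization, together with the transcript length, the share of the length covered by reads and the RPKM (reads scaled to the transcript length and to the total of counted reads). A transcript is listed only if it had at least 1 read in that library. Only lncRNAs are in the files analysed here, with NONCODE identifiers for known lncRNAs and Cufflinks transcript numbers (TCONS) for predicted lncRNAs, and without genome coordinates or strand. Reads counted on lncRNAs totalled 7830740 and 8222184 in the 2 N samples, 8137301 and 8497549 in the 0h samples, and 7685843 and 8006424 in the 8h samples. At these depths the smallest share that 3 counts can show was between 3.53e-07 and 3.90e-07 of a library. The 9 most abundant lncRNAs of each sample took between 29.21% and 32.24% of its counts, and the median count of a listed transcript was 11 in every sample. For the comparisons, counts were normalized by edgeR's TMM method, with factors between 0.9606 and 1.0702, and tested by edgeR's quasi-likelihood test in a single fit of all 6 samples with 3 groups. The fit covered the 39310 lncRNAs with at least 10 counts in at least 2 samples, out of 73710 lncRNAs listed in any sample. Its common dispersion corresponded to a biological coefficient of variation of 31.5%. XLOC_033862 is not listed by its locus number, and the only transcript of its length, 6384 bp, in any of the 6 files is TCONS_00074936, which is used for lncRNA033862 here. The match was made by length alone, and the lncRNAs XLOC_032444, XLOC_036620 and XLOC_023624, for which no length is given, could not be matched to a transcript.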

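At least 1 read was counted in at least 1 of the 2 N samples for 66434 lncRNAs, of which 25218 were known NONCODE lncRNAs and 41216 were predicted. Both N samples listed 52860 of these, 19978 known and 32882 predicted. The remaining 13574 lncRNAs were listed in only 1 N sample, where their median count was 2 and their highest count 156. For those with few reads, detection could depend on the depth of sequencing, which was not tested. Over all 6 samples 73710 lncRNAs were listed. The setting that moved the number most was a minimum of 10 counts in both N samples, which left 26267 lncRNAs, 12111 known and 14156 predicted. mRNAs are not in the files analysed here.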

Overall, normal cultured SSCs (N) contained more than twice as many lncRNA species (55924) than mRNA transcripts (17 523); these included 21 949 known lncRNAs from the NONCODE library (version 3.0) and 33 975 predicted lncRNAs that were identified using Coding Potential Calculator^36^ (Figure 2b). 

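After GDNF withdrawal (0h against N), 1209 lncRNAs were up-regulated and 1378 down-regulated by at least 2-fold with an unadjusted P below 0.05 in edgeR's quasi-likelihood test (n = 2 per condition), and 779 of these 2587 lncRNAs were known and 1808 predicted. Most changed lncRNAs were of low abundance, with a median of 19.6 normalized counts, against 20.9 for all tested lncRNAs. To show what independent variation between samples gives under this criterion, 10 data sets were simulated without a difference between conditions. They used the measured means, library sizes and dispersions, and between 1276 and 1445 lncRNAs passed in each. A difference between lines that is shared by the conditions was not simulated. At a Benjamini-Hochberg FDR below 0.05 and at least a 2-fold change, 201 lncRNAs remained, 87 up-regulated and 114 down-regulated. The 2 lines carry the same replicate numbers in every condition. A fit with the replicate number as a replicate block gave 1390 up-regulated and 1542 down-regulated lncRNAs at the unadjusted P. At the FDR threshold it gave 644 lncRNAs, against 201 without the block. Filtering moved the counts at the unadjusted P furthest. Without a filter on low counts 2094 rose and 2129 fell, and with at least 50 counts in 2 samples 272 rose and 343 fell. The paper compares the numbers of increased and decreased lncRNAs with those of mRNAs, which are not in the files analysed here. From the similar proportions, it proposes that GDNF regulates both classes of transcript alike.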

Among mRNAs and lncRNAs with expression changes induced upon GDNF withdrawal (RNA transcripts with at least twofold up- or downregulation after 18 h of GDNF depletion compared with normal culture, *P*<0.05), comparable proportions exhibited increases and decreases in level (1473/1154 *versus* 1000/1056; Figure 2c), suggesting that mechanisms of GDNF-dependent up- and downregulation of transcription in the genome of mouse SSCs affect mRNAs and lncRNAs similarly. A similar regulation pattern was also found after GDNF refreshment (Supplementary Figure 2a). 

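GDNF refreshment (8h against 0h) raised 2009 lncRNAs and lowered 1611 by at least 2-fold at an unadjusted P below 0.05 in the same fit. Known lncRNAs made up 981 of these 3620 and predicted lncRNAs 2639. Simulated data without any difference between conditions gave between 1289 and 1433 lncRNAs over 10 runs. With the FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 350 lncRNAs remained, of which 196 rose and 154 fell. Including the replicate block, 2258 rose and 1806 fell at the unadjusted threshold, and 1248 lncRNAs passed the FDR threshold, against 350 without it. Requiring at least 50 counts in 2 samples moved the numbers at the unadjusted P most, leaving 592 up-regulated and 431 down-regulated lncRNAs. From the numbers of increased and decreased lncRNAs and mRNAs, the paper reports a pattern after refreshment similar to that after withdrawal.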

Among the mRNAs with expression changes in response to GDNF removal were several genes previously identified as responsive to GDNF signaling, including *Etv5*, *Bcl6b* and *Ccnd2* (Figure 2d). 

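The known lncRNA n266295 (2106 bp) had 119 ± 0.4 normalized counts in N, 349 ± 79.5 in 0h and 143 ± 67.8 in 8h (SD, n = 2 each). Its log2 fold change after withdrawal was 1.55 (standard error 0.31, FDR 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both 0h samples lay above both N samples. With each of the 6 samples left out in turn the change stayed between 1.29 and 1.76, but its FDR passed 0.05 in 4 of the 6 fits. lncRNA033862, listed as TCONS_00074936 (6384 bp), had 8663 ± 699.3 normalized counts in N and 3269 ± 244.8 in 0h (SD, n = 2 each), a log2 fold change of -1.41 (standard error 0.15, FDR 0.00084 from the same test). This change remained between -1.49 and -1.32 over the 6 leave-one-out fits, and among the other alternatives it moved most with total counts in place of TMM normalization, to -1.423. An exact permutation test of these 2 samples against 2 gave p = 0.333, the smallest p this design allows. In the fit with the replicate block the log2 fold changes were 1.527 for n266295 (FDR 0.00026 by the same test) and -1.406 for lncRNA033862. For n266295 the FDR after withdrawal was 0.055 with total counts and 0.057 with at least 50 counts in 2 samples. The other alternatives that kept both replicates gave values below 0.05. The fall of n266295 on refreshment, -1.28, had an FDR of 0.07 and did not pass. With both replicates kept, it passed only with the replicate block (0.00089), DESeq2's Wald test (0.021), edgeR's exact test (0.025) or no filter (0.0021). No value can be given for XLOC_032444, whose transcript could not be identified.

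**Figure D1:**
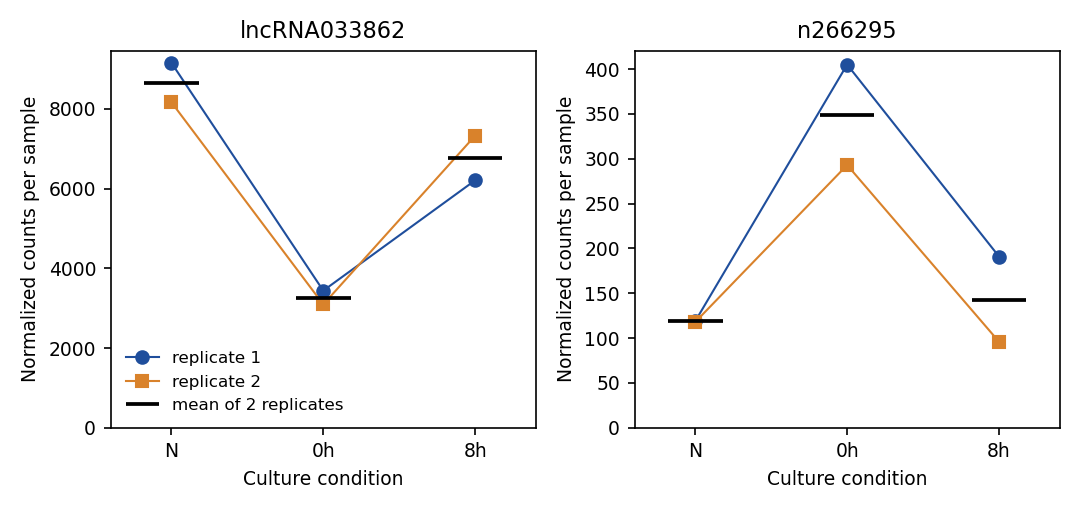
Normalized counts (y axis, starting at 0) of lncRNA033862 (left) and n266295 (right) in the 3 culture conditions (x axis), where points are single samples, lines join samples with the same replicate number and black bars are means of 2 replicates. lncRNA033862 falls from 8663 to 3269 and returns to 6770, whereas n266295 rises from 119 to 349 and falls to 143. The fall of n266295 did not pass the FDR threshold (0.07, edgeR's quasi-likelihood test).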

Known or predicted lncRNAs with expression changes after GDNF withdrawal included n266295, XLOC032444 and XLOC033862 (Figure 2e). For a more stringent analysis, we focused on transcripts that exhibited significant expression changes in response to both GDNF depletion and refreshment. A comparison of RNA species with at least a twofold change (mean reads from two replicates and Pearson correlation>0.99, *P*<0.05) in expression level between control (N), 18 h GDNF withdrawal (0 h) and 8-h GDNF re-exposure (8 h) identified 805 lncRNAs and 362 mRNAs (Figures 2f and g and Supplementary Figures 2b–d). 

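Among the 39310 tested lncRNAs, 938 changed at least 2-fold with an unadjusted P below 0.05 in edgeR's quasi-likelihood test in both comparisons, 279 known and 659 predicted. Of these, 672 fell on withdrawal and rose on refreshment, 257 rose and then fell, 5 fell in both comparisons and 4 rose in both. Their median abundance was 21.4 normalized counts. The 2 comparisons share the 0h samples, and in the 10 simulated data sets without a difference between conditions between 244 and 337 lncRNAs passed both. Across lncRNAs, which are not independent replicates, the withdrawal change of a line and the refreshment change of the same line, which share a 0h sample, had a mean Pearson r of -0.524 and a mean Spearman rho of -0.456. Between different lines, which share no sample, the mean r was -0.142 and the mean rho -0.134. These were computed on log2 of normalized counts plus 0.5.
The correlation of RPKM between the 2 replicates depended on the scale. On the natural log scale with zeros set to 0.01, Pearson's r across lncRNAs was 0.6526 in N, 0.66 in 0h and 0.6855 in 8h. For untransformed RPKM it was 0.9966, 0.9969 and 0.9932, for the natural log of RPKM + 1 it was 0.9266, 0.9265 and 0.9313, and Spearman's rho was 0.7717, 0.7728 and 0.8017. The pairing of the samples is taken from the replicate numbers, and the difference between replicates 1 and 2 in log2 normalized counts correlated across lncRNAs at 0.16 between N and 0h, 0.174 between N and 8h and 0.19 between 0h and 8h. For lncRNAs with at least 100 normalized counts these values were 0.513, 0.522 and 0.585. With the replicate block, 1045 lncRNAs changed in both comparisons. The count moved furthest, to 288, with a minimum of 50 counts in 2 samples.

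**Figure D2:**
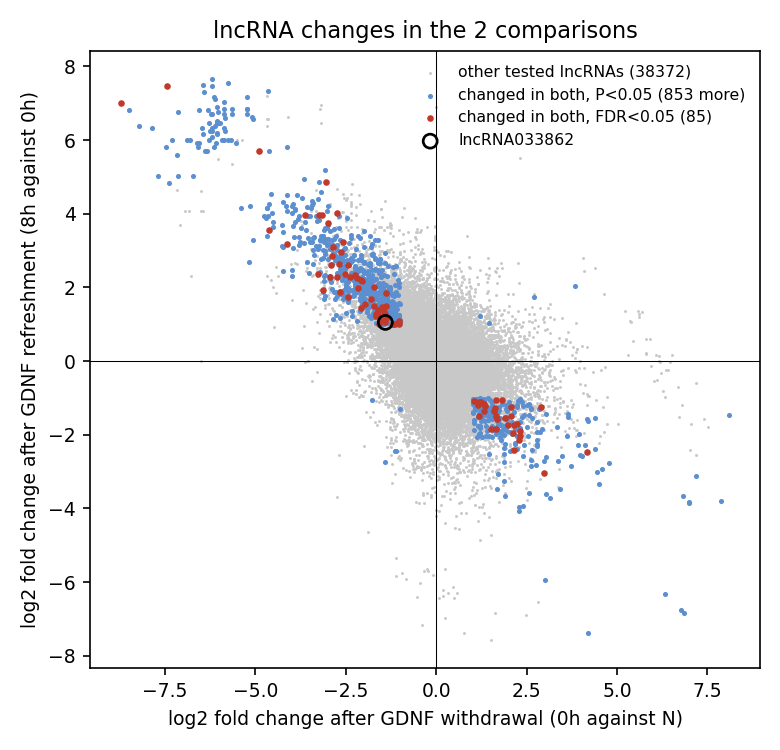
Each point is a tested lncRNA, placed by its log2 fold change after GDNF withdrawal (x axis) and after GDNF refreshment (y axis). Grey points are 38372 other lncRNAs, blue points 853 changed in both at P below 0.05 only, red points 85 changed in both at an FDR below 0.05, and the circle is lncRNA033862, in the quadrant of lncRNAs that fell and then rose.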

These lncRNAs and mRNAs were randomly derived from all mouse chromosomes; most lncRNAs were either intergenic, intron antisense or intron sense (Supplementary Figures 3a and b). 

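At a Benjamini-Hochberg FDR below 0.05 and at least a 2-fold change in edgeR's quasi-likelihood test, 85 lncRNAs, 41 known and 44 predicted, changed in both comparisons. 55 of them fell on withdrawal and rose on refreshment, 30 rose and then fell, and all 85 moved in the same direction in both lines. Their median abundance was 181.9 normalized counts, and none of the 10 simulated data sets without a difference between conditions gave a lncRNA in this set. lncRNA033862 (TCONS_00074936) was among them, with log2 fold changes of -1.41 (standard error 0.15, FDR 0.00084) and 1.05 (standard error 0.14, FDR 0.0065). The largest combined changes were those of predicted lncRNAs with low counts. TCONS_00053255 (3100 bp) had 30 and 74 reads in the N samples, none in either 0h sample, where it was not detectable at this depth, and 12 and 20 in the 8h samples, with log2 fold changes of -8.72 (standard error 1.14) and 7.00 (standard error 1.3). TCONS_00104044 (1732 bp) was also without reads in 0h and changed by -7.43 (standard error 1.26) and 7.48 (standard error 1.25). For TCONS_00051642 (3494 bp) the changes were -4.89 (standard error 0.75) and 5.72 (standard error 0.72). Those of TCONS_00052846 (2851 bp) were -4.64 (standard error 0.58) and 3.56 (standard error 0.61). For TCONS_00139672 (2837 bp) they were -3.05 (standard error 0.48) and 4.86 (standard error 0.46). With only the 2 groups compared in the fit, TCONS_00053255, TCONS_00104044 and TCONS_00052846 did not pass the FDR threshold on refreshment. Their FDRs there were 0.099, 0.052 and 0.077 by the same test, and the other changes of the 5 lncRNAs passed. With 1 sample left out at a time, the changes of TCONS_00051642 ranged furthest, from -8.07 to -3.93 and from 4.76 to 8.89. The size of this set depended on how replicate variation was estimated, with 281 lncRNAs when the replicate block was included, against 85 without it, and from 10 to 69 lncRNAs over the 6 fits that each left out 1 sample.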

More stringent criteria (false detection rate, FDR<0.05) identified 83 lncRNAs including XLOC033862 that exhibited distinct expression patterns following both GDNF withdrawal and refreshment (Supplementary Figure 3c and Supplementary Table 1).

### LncRNA033862 is predominantly expressed in mouse SSCs and subject to GDNF signaling

Among the 805 lncRNAs with significant expression changes in response to GDNF withdrawal, lncRNA033862 (mus-XLOC_033862, termed lncRNA033862), a predicted lncRNA of 6384 bp that was not in the NONCODE ncRNA V3.0 library but predicted by Coding Potential Calculator,^36^ had the highest number of sequencing reads; this lncRNA ranked 13th in the number of sequencing reads among all lncRNAs identified in SSCs (Supplementary Table 1). 

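lncRNA033862 (TCONS_00074936) had 8773 and 8212 reads in the 2 N samples, a mean of 165.97 RPKM (SD 13.47, n = 2). By mean normalized counts in N it ranked 48 among all lncRNAs, at rank 41 in replicate 1 and rank 57 in replicate 2, and it ranked 12 among predicted lncRNAs. In 0h its rank was 194 and in 8h it was 61. Among the 938 lncRNAs that changed in both comparisons it was at rank 2 in N. DESeq2's size factors in place of TMM gave the same rank of 48 among all lncRNAs, whereas ranking by mean RPKM, which divides by transcript length, placed it at 317. Reads covered between 52.4% and 60.24% of its 6384 bp in the 6 samples.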

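The files analysed here give no coordinates or strand for TCONS_00074936, so its place was taken from the sequence printed in Supplementary Figure 4c. The extracted text of that figure holds 46 lines with 5059 bases of the 6384 bp sequence. With blastn against the GENCODE vM21 transcripts of Gfra1, 18 of these lines matched, with 98.66% identity over 2019 aligned bases. As printed, all 18 lay on the strand opposite to Gfra1 and 0 on its own strand. The orientation is the one the authors printed, so the match cannot test which strand is transcribed. In GRCm38, Gfra1 lies on the minus strand of chromosome 19 from 58235604 to 58455909. The genome build behind the positions in the paper's figures is not stated, and these positions come only from the match to GRCm38.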

We used Cufflinks to assemble transcripts from all data sets using the RefSeq gene annotation as a reference guide,^37^ and found that LncRNA033862 is transcribed from mouse chromosome 19 in antisense direction of the GDNF family receptor alpha (*Gfra1*) gene and contains a single predicted exon (Supplementary Figures 4a and b). Using real-time reverse transcriptase polymerase chain reaction (RT-PCR; Supplementary Figure 4c), we confirmed that the relative expression level of lncRNA033862 was higher than that of other presumptive GDNF-regulated lncRNAs (036620, 023624, 032444; Figure 3a) and underwent significant changes in response to GDNF withdrawal (normal *versus* GDNF_–18 h, *P*<0.01) and replenishment (GDNF_–18 h *versus* GDNF_+8 h, *P*<0.01), with a decrease by almost 97% after 30 h of GDNF withdrawal (Figure 3b). Tissue-specific expression analysis revealed that lncRNA033862 was highly abundant in mouse testis and brain (Figure 3c). LncRNA033862 expression in postnatal mouse testis was stage specific; high levels of transcript were present during the immediate postnatal period (postnatal days (P) 1–3), a lower transcript level was detected at P7, and significantly lower levels after P10 (*P*<0.01,), suggesting that lncRNA033862 was predominantly expressed by gonocytes or progenitor spermatogonia, which represent the earlier undifferentiated germ cell population in mouse testis from P1 to P7 (Figure 3d). To assess cell type-specific expression patterns of lncRNA033862 in mouse testis, we performed *in situ* hybridization of testis cryosections from 5-month-old adult mice using a 794-bp RNA probe specific for lncRNA033862 (Supplementary Figure 4c). Hybridization signal was restricted to spermatogonial cells attached to the basal membrane of seminiferous tubules (Figures 3e–g and Supplementary Figure 5), suggesting that lncRNA033862 could be a spermatogonia-specific lncRNA.

### LncRNA033862 localizes to the nucleus and lacks translation potential

To identify the subcellular localization of lncRNA033862, we isolated nuclear and cytoplasmic RNA species from SSCs after cellular fractionation (Supplementary Figure 7a). Similar to the small nuclear RNA U6, lncRNA033862 was abundant in the nuclear fraction of SSCs (Figure 4a). We next examined the coding potential of lncRNA033862, which was identified as a non-coding sequence using Coding Potential Calculator.^36^ Generally, it is believed that translation is actively associated with polysomes.^38, 39^ Therefore, we performed cell polysome separation and harvested RNAs from ribonucleoprotein (RNP), 40 s to 80 s ribosome, and polysome fractions isolated from SSCs by gradient centrifugation and fractionation (Figure 4b). Western blot analysis confirmed the absence of tubulin and ribosomal protein L22 (RPL22) from the polysome and RNP fractions, respectively (Figure 4b), validating separation efficiency. Amplification of transcripts associated with each polysomal fraction revealed that lncRNA033862 transcript was predominantly associated with RNPs but not ribosomes or polsysomes (Figure 4c), resembling the known nuclear transcript small nuclear RNA U6 in distribution (Figure 4d). In contrast, Gapdh mRNA, which served as a positive control for a translated transcript, was almost absent from the RNP fraction and associated with ribosome and polysome fractions (Figure 4e). Based on these findings, we propose that lncRNA033862 is an untranslated transcript without protein coding potential.

### LncRNA033862 is an antisense transcriptional regulator of *Gfra1*

LncRNA033862 maps to *Gfra1*, which encodes the GDNF co-receptor expressed in SSCs.^40^ Specifically, lncRNA033862 is a partial antisense transcript of *Gfra1* that initiates 3-kb downstream of *Gfra1* exon 9 and includes exon 9 (2935 bp) and the intronic region between exons 8 and 9 (449 bp; Figure 5a; Supplementary Figures 4a and b). 

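In GRCm38 the part of the printed lncRNA033862 sequence that matched Gfra1 runs from 58236423 to 58238546 on chromosome 19. It lies within the last exon of Gfra1, which in the longest annotated transcript is exon 11 of 11 and spans 58235604 to 58238546 (2943 bp). In the annotated transcript with 9 exons, exon 9 is 2935 bp long, the length that the paper gives for it. The match ends at the exon's last position, next to the intron that runs from 58238547 to 58239253 (707 bp). Of the last exon, 153 bp from 58238394 onward are coding sequence, and the other 2790 bp hold the stop codon and the 3′ untranslated region. The annotation also holds Gm16277, an antisense gene on the plus strand from 58204139 to 58236047, which overlaps the end of the Gfra1 exon. Sequence outside Gfra1's exons was not placed, since only transcript sequences were available. Part of the lncRNA033862 sequence is missing from the extracted text, so the overlap with Gfra1 need not begin where the match begins. Whether lncRNA033862 reaches Gm16277 could not be judged for the same reason. From its position and strand, the paper concludes that lncRNA033862 is a partial antisense transcript of Gfra1.

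**Figure D3:**
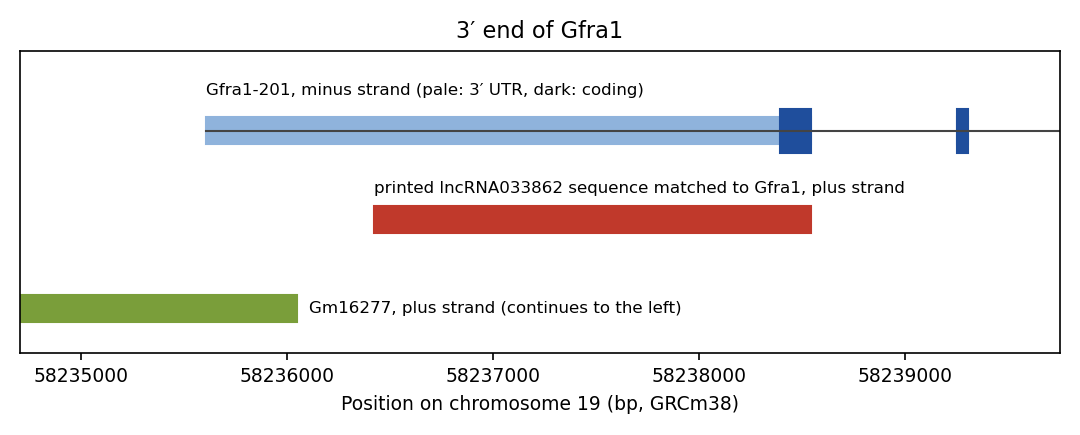
Map of the 3′ end of Gfra1 on chromosome 19 of GRCm38 (x axis, position in bp), with the longest annotated Gfra1 transcript on the minus strand, the region from 58236423 to 58238546 covered by printed lncRNA033862 sequence on the plus strand, and the annotated antisense gene Gm16277. The matched region ends where the last exon of Gfra1 meets the intron. Its left end need not be the limit of the overlap, because part of the sequence is missing from the extracted text.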

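The counts behind lncRNA033862 (TCONS_00074936) were 8773 and 8212 reads in N, 3340 and 3228 in 0h, and 6326 and 7368 in 8h. Normalized for library size these were 8663 ± 699.3 in N, 3269 ± 244.8 in 0h and 6770 ± 792.0 in 8h (SD, n = 2 each). In RPKM the means were 165.97 ± 13.47, 61.9 ± 3.39 and 136.54 ± 10.76 (SD, n = 2 each). The log2 fold change after GDNF depletion was -1.41 (standard error 0.15, FDR 0.00084), and after replenishment it was 1.05 (standard error 0.14, FDR 0.0065), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both changes were larger than the spread between the replicates, with every 0h sample below every N and 8h sample. Between N and 8h the change was -0.36 (standard error 0.14, FDR 0.33), which did not pass the threshold. For replenishment, leaving out 1 sample at a time gave log2 fold changes from 0.926 to 1.166. They were below 1, the 2-fold threshold, without replicate 2 of 0h (0.982) and without replicate 2 of 8h (0.926). The fit with the replicate block gave 1.052. The FDR after replenishment stayed below 0.05 with both replicates kept, but not in every fit that left out 1 sample. Gfra1 mRNA is not in the files analysed here. The counts carry no strand, and the overlapped Gfra1 exon makes up 46.0% of the length of lncRNA033862. Reads of Gfra1 mRNA could therefore be among those counted on lncRNA033862. From the decline and the later increase in reads of both transcripts, the paper concludes that Gfra1 mRNA levels paralleled those of lncRNA033862.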

Global transcript analysis by RNA sequencing revealed that mRNA levels of *Gfra1* paralleled those of lncRNA033862 after GDNF removal and replenishment, with a decline in reads after 18 h of GDNF depletion and increase after GDNF replenishment (Figure 5b and Supplementary Figure 6a); these changes in *Gfra1* expression were confirmed on both the mRNA and protein levels (Figures 5c and d). Furthermore, there was a significant correlation (*P*<0.05) of *Gfra1* and lncRNA033862 expression *in vivo* (Supplementary Figure 6b).

It has been demonstrated that naturally occurring nuclear antisense transcripts can regulate gene expression by RNA–DNA interaction or RNA–protein interaction.^27^ To explore whether lncRNA033862 was potentially associated with and involved in *Gfra1* chromatin modification, we performed chromatin isolation by RNA purification (ChIRP; see flow diagram in Figure 5e). Cross-linked RNP–chromatin complexes were isolated after hybridization to tiled labeled antisense oligonucleotides designed against lncRNA033862 (Supplementary Figure 4c), followed by detection of captured RNA species and chromosomal segments. RT-PCR analysis of RNA species captured using two pools of five antisense oligonucleotides each revealed enrichment of lncRNA033862, whereas a control *Gapdh* mRNA was not captured (Figure 5f). We next amplified genomic DNA captured by ChIRP using oligonucleotides directed against regions of *Gfra1* that overlapped with or excluded the sequence of lncRNA033862. Significantly, at least in one set of tiling antisense oligo-captured DNAs, the regions of *Gfra1* gene overlapping with lncRNA033862 were much more enriched than non-overlapping regions (Figure 5g; this was further verified by quantitative PCR, Supplementary Figure 8a), suggesting that lncRNA033862 transcripts interact with *Gfra1* at regions of complementarity. We also evaluated potential interactions of lncRNA033862 with proteins by performing protein mass spectrometry on both sets of oligo-captured cross-linked RNP–chromatin complexes. These analyses identified only a single secretory carrier membrane protein SCAMP1 (Supplementary Figures 8b and c).

### Knockdown of lncRNA033862 impairs self-renewal and survival of mouse SSCs *in vitro*

To assess the effect of lncRNA033862 knockdown in SSCs on *Gfra1* expression and cell fate, we designed two different small hairpin RNAs (shRNAs) against lncRNA033862; both sh663 and sh1894 were directed against sequences of lncRNA033862 not contained within the presumptive region of interaction between lncRNA033862 and *Gfrα1* (Supplementary Figure 4c). Transduction of cultured SSCs with a lentivirus-encoding sh663 resulted in a reduction of lncRNA033862 transcript by 30% and a modest reduction of *Gfra1* expression levels (*P*>0.05). In contrast, transduction with a lentivirus-encoding sh1894 produced a significant reduction of lncRNA033862 transcript levels by 65% (*P*<0.05) in SSC cultures, indicating that this construct mediates effective knockdown of lncRNA033862, taking into account that not all cells were transduced. In these cultures, we observed a concomitant significant reduction of *Gfra1* mRNA levels by 60% (*P*<0.01; Figures 6a and b) and reduced GFRA1 protein levels (Supplementary Figure 7b). These results show that lncRNA033862 is a positive regulator of *Gfra1* transcription in SSCs.

After 7 days of culture, SSC cultures transduced with lentiviruses encoding sh663 or sh1894 had significantly lower cell numbers than control cultures (76.7% and 35.6% of control cell numbers, respectively; Figure 6c). FACS analysis revealed a larger proportion of apoptotic cells compared with control cultures (Figures 6d–f), with a significant increase of apoptotic cells and combined dead and apoptotic cells (Figures 6g–i, Supplementary Figure 7c) 4 days after lentiviral transduction. Cell cultures transduced with shRNA1894-encoding lentivirus underwent substantial changes in morphology, manifesting with an initial reduction of colony size followed by disappearance of grape-shaped clusters (Figures 6j and k), and a significant decrease in total cell number compared with control cultures (Figure 6c). Furthermore, we found that transcripts of genes associated with SSC self-renewal, including *Bcl6b Ccnd2*, and *Pou5f1* (*Oct4*), were significantly downregulated, whereas transcript levels of genes associated with differentiation, such as *Stra8*, *Sypc1* and *Kit*, were extremely low and not affected by lncRNA033862 knockdown; transcripts of genes associated with homing were unchanged (*beta1-integrin*) or reduced (*Cxcr4*; Supplementary Figure 9). In summary, these data suggest that knockdown of lncRNA033862 impairs self-renewal and maintenance of SSCs.

### Knockdown of lncRNA033862 impairs the capacity of SSC to regenerate spermatogenesis after transplantation

SSC cultures contain a sub-population of true SSCs that are defined by their capacity to restore spermatogenesis in germ cell-depleted recipient testes after transplantation.^35^ To assess if lncRNA033862 knockdown affected properties of this sub-population, we performed transplantation assays into recipient testes.^41^ We transplanted cell suspensions of SSC cultures, in which overall transcript levels of lncRNA033862 were reduced up to 65% after transduction with a lentivirus-encoding sh1894, into the testes of recipient male mice in which endogenous spermatogenesis had been abolished. We observed significantly fewer donor SSC-derived germ cell colonies in testes that had received transplants from SSC cultures subject to lncRNA033862 knockdown compared with testes receiving cells from SSC cultures transduced with control lentivirus (2.5±0.6 *versus* 13.8±2.6, *P*<0.01; Figure 7a). Histological analysis showed that seminiferous tubules with donor-derived colonies from either lncRNA033862 knockdown or control SSC cultures exhibited a full range of germ cell development (Figure 7b). These findings demonstrate that knockdown of lncRNA033862 in SSC cultures via lentiviral transduction significantly reduces the number of true SSCs in these cultures; however, a subset of SSCs remain that are capable of restoring the full range of spermatogenesis. These may reflect cells that were not transduced.

In summary, we have identified the first lncRNA transcript that is important for the self-renewal function of SSCs. We propose that transcription of *Gfra1* requires a normal level of lncRNA033862, which is present under physiological conditions in the testis niche and depends on GDNF signaling (Figure 7c). The absence of GDNF from niche or culture causes a reduction in lncRNA033862 transcript level, resulting in transcriptional silencing of *Gfra1* (Figure 7d).

## Discussion

Growing evidence has revealed a major involvement of lncRNAs in stem cell fate determination, including maintaining self-renewal of stem cells and lineage differentiation.^28, 29, 30^ Here, we have applied high-throughput RNA sequencing to identify lncRNAs with a potential regulatory role in SSCs. Of 55 924 lncRNA transcripts, we identified 805 lncRNA transcripts in SSCs subject to transcript level changes in response to GDNF, which is an essential growth factor required for SSC self-renewal. These represent approximately 1.4% of the total sequenced known and predicted lncRNAs, suggesting a potential biological significance of these lncRNAs in GDNF-dependent self-renewal of SSCs.

To promote spermatogonial self-renewal, GDNF signals through a receptor complex that includes GDNF family receptor α1 (GFRA1). GFRA1 has been considered a cell surface marker suitable for the identification of SSCs in mouse testes. GFRA1-positive single spermatogonia have been considered the ‘actual stem cells' of the testes that have the greatest potential to support normal spermatogenesis,^42^ and SSCs have been successfully enriched using cell sorting with an anti-GFRA1 antibody.^43^ Genetic loss of *Gfra1* significantly reduced the self-renewal of SSCs in neonatal mouse testis,^44^ and *in vitro* reduction of *Gfra1* transcript negatively affected the proliferation of SSCs.^40^ Results of previous studies have suggested a feed-forward mechanism in which expression of the co-receptor Gfra1 is upregulated by GDNF signaling but the regulatory mechanism remains undefined. Although a mounting body of evidence indicates that lncRNAs influence the fate decisions of stem cells in other lineages, their role in any spermatogonial subtype has remained undefined. Here, we have identified lncRNA033862, a GDNF-regulated antisense lncRNA transcript located within *Gfra1* that is predominantly expressed in spermatogonia including SSCs of the mouse testis. We find that lncRNA033862 regulates SSC survival and proliferation by RNA–DNA interaction and mediates transcriptional activation of *Gfra1*, the receptor gene of GDNF.

Nuclear lncRNAs encompass natural antisense transcripts, defined as RNA molecules that are transcribed from the opposite DNA strand of a transcript and overlap in part with the sense RNA.^27^ The majority of natural antisense transcripts that have been identified in the mammalian genome are non-protein-coding.^27^ We find that lncRNA033862 represents such a nuclear, non-coding antisense transcript of *Gfra1*. Although many studies have demonstrated that antisense transcripts mediate both transcriptional activation or silencing of the associated coding gene,^45, 46, 47, 48, 49^ the mechanisms by which lncRNAs exert this regulatory control on gene expression remain elusive. Presumably, lncRNAs may affect gene expression and protein translation by interacting with RNAs transcripts, miRNAs or protein components of RNA-associated RNP complexes.^50^ In this study, we did not evaluate potential interactions of lncRNA033862 with miRNAs because of the exclusively nuclear localization of lncRNA033862, which would render such an association unlikely. We did not find significant protein partners of lncRNA033862 except for SCAMP1, which is a secretory carrier membrane protein located in the cell membrane.^51^ Based on these findings, we hypothesize that the positive effect of lncRNA033862 on *Gfra1* transcription is mediated via RNA–chromatin interactions. Potential RNA–DNA interaction affecting gene transcription have also been reported in other recent studies.^48, 49, 52, 53^ For example, TARID, an antisense lncRNA activates expression of the transcription factor TCF21 by inducing promoter demethylation. This appears to involve both interaction with the DNA demethylation factor GADD45A, but also possibly physical interaction of RNA with duplex DNA, forming an RNA:DNA triplex structure. Alternatively, TARID may associate with the TCF21 promoter by forming an R-loop, a characteristic structure of CpG island promoters.^49^ Our data reveal that lncRNA033862 has a positive regulator of growth factor receptor gene activity by RNA–DNA interaction, regulating SSC fate. Similar mechanisms of lncRNA-mediated control of fate determination may exist in other types of stem cells. Although multiple lncRNAs have been identified, evidence for their regulatory functions has largely relied on *in vitro* studies, and so far, an essential function of lncRNAs has not been identified *in vivo*. Mutant mice with null mutations of abundant nuclear non-coding RNAs are viable and fertile.^54, 55^ These findings suggest that lncRNAs are not essential during development or in the organism as a whole but have modulatory roles in particular tissues or under certain conditions. The *in vivo* transplantation experiments in our study strongly support the outcomes of *in vitro* analyses revealing lncRNA033862 regulates SSC fate; however, further exploration using *in vivo* genetic models is required to fully evaluate its role in the germline and other tissues.

Collectively, our study provides the first evidence for a regulatory role of lncRNAs in SSCs, demonstrating that lncRNA033862 is essential for maintenance of SSC self-renewal. Further exploring potential roles of in SSC fate regulation will be valuable to improve our understanding of the biology of SSCs, which are the only germline stem cells in the male gonad.

## Materials and Methods

### Germ cell isolation and culture

Long-term culture of SSC was established following a previously described protocol.^31^ Briefly, germ cells were isolated from 6- to 8-day-old C57BL/6 or B6;129S-Gt(Rosa) 26Sor/J mice (Jackson Laboratory, Bar Harbor, ME, USA), and Thy1-positive cells were enriched using magnetic-activated cell separation (Miltenyi Biotech, Bergisch Gladbach, Germany). Cells were plated at a density of 1.5 to 2 × 10^5^ per well on 12-well plates with mitotically inactivated STO (SIM mouse embryo-derived thioguanine- and ouabain-resistant feeder, SNLP76/7-4, ATCC, Manassas, VA, USA) feeder layers and cultured in a defined serum-free medium consisting of minimal essential medium (MEMa, Life Technology, Carlsbad, CA, USA) supplemented with 2% bovine serum albumin (BSA, Sigma-Aldrich, St. Louis, MO, USA), 20 ng/ml GDNF (R&D Systems, Minneapolis, MN, USA), 150 ng/ml GFRA1 (R&D Systems) and 1 ng/ml basic fibroblast growth factor (FGF2; BD Biosciences, San Jose, CA, USA), 10 *μ*g/ml transferrin (Sigma-Aldrich), 50 *μ*M free fatty acid mixture (5.6 mM linolenic acid, 13.4 mM oleic acid, 2.8 mM palmitoleic acid, 35.6 mM linoleic acid, 31.0 mM palmitic acid, 76.9 mM stearic acid; all from Sigma-Aldrich), 30 nM Na_2_SeO_3_ (Sigma-Aldrich), 2 mM l-glutamine (Life Technology), 50 *μ*M 2-mercaptoethanol (Sigma-Aldrich), 5 *μ*g/ml insulin (Sigma-Aldrich), 10 mM HEPES (Sigma-Aldrich) and 60 *μ*M putrescine (Sigma-Aldrich). Cultures were maintained at 37 °C in an incubator with humidified 5% CO_2_ and 95% air atmosphere. Medium was replaced every 2–3 days and cells were passaged at a ratio of 1 : 2 or 1 : 3 every 5 to 6 days.

### RNA isolation and sequencing

All reagents for RNA processing and experiments were prepared using DEPC water. For high-throughput sequencing, we used two lines of independently isolated and established SSCs that were subject to normal culture, 18 h of GDNF withdrawal and 18 h of GDNF withdrawal followed by replenishment of GDNF for 8 h. Cells were gently dislodged and collected using a pipetting method that yields germ cell preparations of high (95%) purity.^19^ Total RNA was isolated using Trizol reagent (Life Technology), followed by chloroform extraction and isopropanol precipitation. RNA preparations were depleted of rRNA and were fragmented into 200- to 500-bp molecules before synthesis of first-strand cDNA using random hexamer priming. The resulting cDNA libraries were sequenced using Illumina HiSeqTM 2000 (San Diego, CA, USA), followed by analysis and annotation of sequencing data using commercial services (BGI, Shenzhen, China). Known lncRNA species were identified by comparison with the NONCODE ncRNA library (http://noncode.org) using Cuffcompare software.^37^ To identify novel predicted lncRNAs, Coding Potential Calculator (CPC)^36^ was used.

### Data deposition

The RNA sequencing data reported in this paper have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (GSE66998).

### Quantitative gene expression

Primer sequences for RT-PCR and qRT-PCR are listed in Supplementary Table 2. Quantitative RT-PCR analysis was performed using the StepOne plus real-time PCR system (StepOne Plus, Life Technology) and SYBR Premix Ex Taq II mixture (Takara Bio, Otsu, Japan) in a total volume of 20 *μ*l per well. Amplification conditions were 95 °C for 30 s and 40 cycles of 95 °C for 5 s, 60 °C for 30 s and 60 °C for 1 min. Product specificity was verified by dissociation curve analysis and agarose gel electrophoresis.

### *In situ* hybridization

A 794-bp RNA hybridization probe was designed against lncRNA033862 (5′start–3′end, 1604–2397 bp) and the corresponding fragment was amplified from mouse SSC cDNA (for oligonucleotide sequences see Supplementary Table 2) and cloned into pGEM-T vector (Promega, Madison, WI, USA). *Sal*I-linearized plasmids were further purified and followed by *in vitro* transcription of Dig-labeled RNA probes according to the manufacturer instructions (Roche, Mannheim, Germany).

RNA *in situ* hybridization of 5 *μ*m cryosections of testis tissue from adult mice was performed as described previously,^56^ using 1.5 U/ml anti-digoxigenin-AP Fab fragments (Roche) and BCIP/NBT substrate (Promega) for probe detection.

### Separation of nuclear and cytoplasmic fractions

Nuclear and cytoplasmic RNA fractions were isolated from 1 × 10^6^ SSCs using the PARIS isolation kit (Life Technology) according to the manufacturer's instructions. Actin and small nuclear RNA U6 were used as controls for cytoplasmic and nuclear transcripts, respectively.

### SSC transplantation

Transplantation was performed as previously described.^41^ Briefly, 50 000 SSCs (GT-Rosa 26Sor/J) were transplanted into each testis of 129/SvCP × C57BL/6 hybrid male mice (Jackson Laboratory) that had been treated with 55 mg/kg busulfan (Sigma-Aldrich) 8 weeks before transplant to abolish endogenous spermatogenesis. Two months post transplant, testes were harvested and donor cell-derived spermatogenetic colonies identified using 5-bromo-4-chloro-3-indolyl-beta-d-galactoside (X-gal; Sigma-Aldrich) staining.

### Lentivirus-mediated lncRNA silencing

The pLKO.1 shRNA lentivirus vector and lentivirus packaging plasmids (pmd-REV and pmd-1G/pmd-LG) were provided by Dr. Chen Dahua^57^ (State Key Laboratory of Reproductive Biology, Beijing, China). The vector plasmid contains a puromycin selection site and a U6 PolIII promoter sequence for the introduction of oligonucleotides encoding shRNAs. We designed two different shRNAs for LncRNA033862 knockdown; these were mus-XLOC_033862-663shRNA directed against nucleotides 663-683 and mus-XLOC_033862-1894 shRNA directed against nucleotides 1894–1914 of lncRNA033862 (see Supplementary Table 2).

Lentivirus particles were generated by co-transfection of shRNA plasmids and lentivirus packaging plasmids into HEK293T cells using CaCl_2_ transfection following a protocol provided by Addgene (http://www.addgene.org/tools/protocols/plko/). Virus particles were harvested 48 h after transfection. For viral transduction, 300 000 SSCs were plated onto 12-well plates pre-coated with 0.1% gelatin (Sigma-Aldrich) and incubated with a 1 : 1 mixture of culture medium and viral supernatant, supplemented with 5 *μ*g/ml polybrene. After overnight transduction, cells were re-plated onto STO feeder layers and cultured in SSC medium. RNA was isolated 72 h after lentiviral transduction.

### Polysome assay

Testis lysates were prepared from 20 P10 testes in buffer containing 100 mM KCl, 0.1 % Triton X-100, 50 mM HEPES, 2 mM MgCl_2_, 10% glycerol, 1 mM DTT, 20 U/ml Protector RNase Inhibitor (Promega) and 1 × EDTA-free protease inhibitor cocktail (Roche). Lysate was kept on ice for 15 min and centrifuged at 10 000 *g* for 10 min. The supernatant was loaded on 20 to 50 % w/v linear density sucrose gradient (Gradient Master, Biocomp, Fredericton, NB,Canada) and centrifuged by 38 000 r.p.m. for 3 h (Beckman Coulter Optima L-100 XP Ultracentrifuge, Brea, CA, USA), followed by collection of RNP, 40S to 80S ribosome and polysome fractions using a piston gradient fractionator (Biocomp). For quantitative RT-PCR analysis of lncRNA and mRNA species, total RNAs were isolated from 200 *μ*l of each fraction. The efficiency of polysome separation was verified by western blot analysis of individual fractions using antibodies directed against ribosomal protein L22 (Novus, Littleton, CO, USA) and tubulin (Cell Signaling, Danvers, MA, USA).

### Chromatin isolation by RNA purification

For affinity capture of complexes containing lncRNA033862 and chromatin, we designed 10 tiled antisense probes covering the sequence of XLOC033862 using an online design tool (www.singlemoleculefish.com). Probes were numbered according to their position and separated into two pools containing either odd (1, 3, 5, 7 and 9) or even-numbered probes (2, 4, 6, 8 and 10; for sequences see Supplementary Table 2).

ChIRP was performed according to a previously published protocol.^58^ Briefly, approximately 25–30 million cells were harvested and cross-linked with 1% glutaraldehyde (Sigma-Aldrich) for 10 min prior followed by quenching with 1.25 M glycine for 5 min. Cell pellets were collected by centrifugation and lysed in a buffer containing 50 mM Tris, 10 mM EDTA, 1% SDS, 1 mM PMSF (Sigma-Aldrich), 1x Protease inhibitor (Roche) and 0.1 U/*μ*l RNAse inhibitor (Life Technology). Lysates were sonicated to shear the DNA to lengths of 100–500 bp using an Ultrasonic Broken Instrument (Branson, Shanghai, China) in a 4 °C water bath at a setting of 10 cycles for 20 s, interspersed with a rest period of 30 s. Sonicated samples were continuously centrifuged at 16 100 g for 10 min at 4 °C. Supernatants were hybridized separately with each of the two pools of 3'-biotinylated probes (GenScript, Suzhou, China; 1 *μ*l of 100 pmol/*μ*l probes per 1 ml chromatin) in a buffer consisting of 500 mM NaCl, 1%SDS, 100 mM Tris 7.0, 10 mM EDTA, 15% formamide, 1mM PMSF, 1x protease inhibitor and RNAse inhibitor at 37 °C for 4 h with gently shaking. Following hybridization, samples were incubated with Dynabeads MyOne Streptavidin C1 (Life Technology) at 37 °C for 30 min. After five washes in 2x SSC (Life Technology) supplemented with 0.5% SDS and 1mM PMSF, beads with conjugated RNP–chromatin complexes were separated using a DynaMag-2 magnetic strip (Life Technology).

### Immunofluorescence

Cultured SSCs were fixed with 4% paraformaldehyde for 15 min, and blocked with 1% BSA containing 0.1% Triton X-100 in DPBS buffer for 1 h at room temperature. After incubation with primary antibodies against PLZF (1:100; R&D Systems) and LIN28A (1 : 100; Abcam, Cambridge, MA, USA) for 2–3 h at room temperature, cells were washed 3x with DPBS, followed by incubation with secondary antibodies (bovine anti-goat-TRITC 1 : 1000 and donkey anti-rabbit-FITC 1 : 1000) for 1–2 h. Samples were analyzed using confocal microscopy (LSM 700, Zeiss, Pleasanton, CA, USA).

### Data processes and statistical analysis

Image data were assembled using Adobe Photoshop 7.0 software (Adobe, San Jose, CA, USA). LncRNA expression analyses were performed by BIG Company (BGI, Shenzhen, China) as reported previously;^59^ *P*-values correspond to differential gene expression tests and false discovery rate (FDR) was used to determine the threshold of *P*-value in multiple tests. Sequencing, gene expression, transfection and transplantation experiments were performed in duplicate or triplicate using independently established SSCs cultures. Differences between groups were determined by one-way ANOVA using SPSS 16.0 statistical software (SPSS, Armonk, NY, USA). A difference was considered significant when the *P*-value was <0.05.

## Figures and Tables

**Figure 1:**
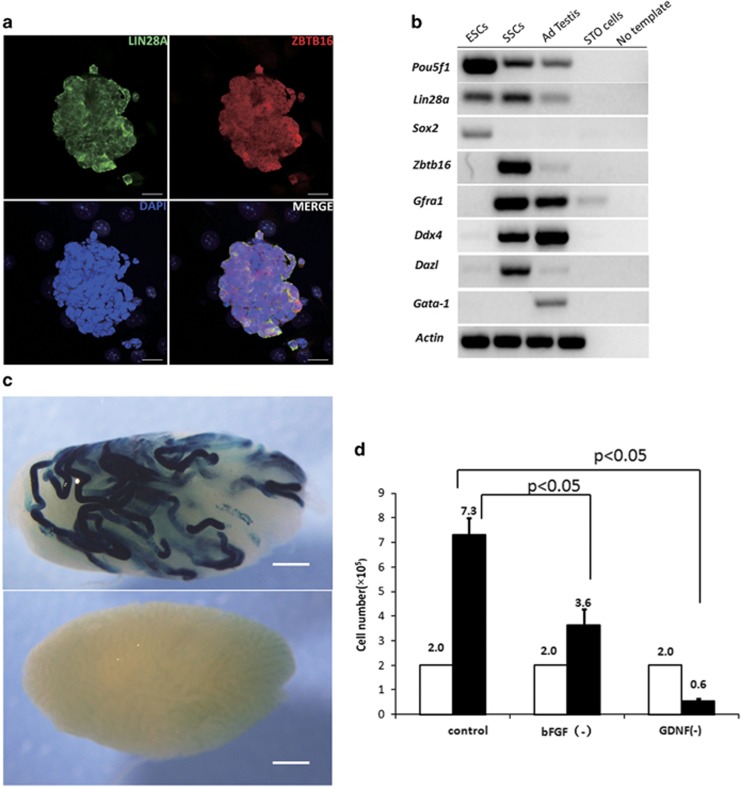
*In vitro* expansion of mouse SSCs. (**a**) SSC-enriched germ cells that were cultured in serum-free defined medium supplemented with GDNF and bFGF expanded into germ cell clumps that were positive for the pluripotency factor LIN28A, a cytoplasmic RNA binding protein, and the transcriptional factor ZBTB16, a marker for progenitor spermatogonia. Scale bar, 20 *μ*m. (**b**) Cultured SSCs exhibited a distinct expression profile of pluripotency genes and germ cell lineage-specific markers but not somatic cell markers expressed in testis (RT-PCR analysis). (**c**) SSCs cultured for 3 months *in vitro* efficiently repopulated germ cell-depleted recipient testes after transplantation, evident from the presence of beta-galactosidase-positive, donor-derived spermatogenic colonies (upper panel). Transplantation of vehicle medium only was used as negative control (lower panel), scale bar, 1 mm. (**d**) Proliferation of SSC in culture was dependent on GDNF but not bFGF. Cells plated at 2.0 × 10^5^ per well into culture medium without bFGF continued to proliferate and expanded (average 3.6 × 10^5^ per well *versus* 7.3 × 10^5^ per well in normal culture medium). Cells plated into culture medium lacking GDNF did not proliferate resulting in a net loss of cells (average 0.6 × 10^5^ per well) after 7 days culture. Control, normal culture medium contains both GDNF and bFGF. Error bars indicate S.D.

**Figure 2:**
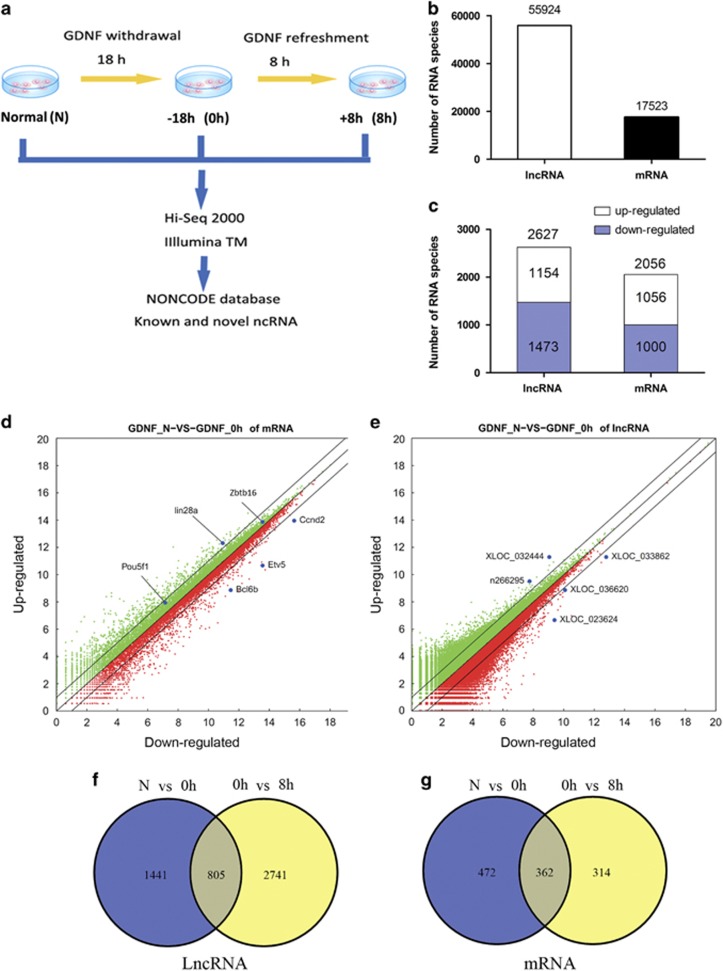
Global profiling of LncRNAs and mRNAs regulated by GDNF in SSCs. (**a**) Experimental design. SSCs from two independently established cultures were collected at three time points of GDNF exposure (N, in normal culture medium; 0 h, after 18 h of GDNF depletion; 8 h, after 8 h of replenishing GDNF). (**b**) Total number of lncRNA and mRNA species identified in SSCs. (**c**) Number of lncRNA and mRNA species that were significantly (at least twofold; *P*<0.05) upregulated (no fill) and downregulated (blue fill) in response to GDNF depletion. (**d** and **e**) Scatter plots of all lncRNAs and mRNAs identified in SSCs. A log2 calculation was used to normalize each transcript expression level. RNA species that were up- and downregulated after GDNF depletion are shown in red and green color, respectively. (**f**) Venn diagram analysis of lncRNA and mRNA species with significant (at least twofold; *P*<0.05) expression changes after GDNF withdrawal (N *versus* 0 h) and (**g**) replenishment (0 h *versus* 8 h). The number of lncRNA species with expression changes in response to GDNF withdrawal and replenishment was more than twofold higher than that of mRNA species (805 *versus* 362)

**Figure 3:**
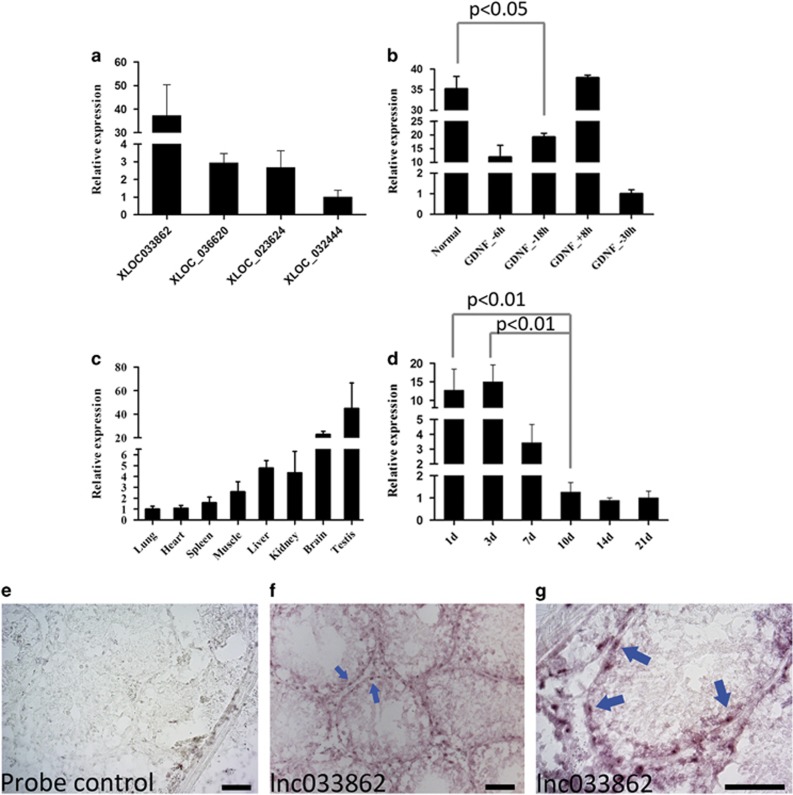
LncRNA033862 is highly expressed in cultured SSCs and in spermatogonia. Quantitative real-time RT-PCR confirmed (**a**) higher relative expression of lncRNA033862 in SSC compared with other predicted lncRNAs (lnc036620, lnc023642 and lnc0322444) that exhibited expression changes in response to GDNF withdrawal. (**b**) Changes in relative expression of lncRNA033862 after GDNF withdrawal and replenishment. (**c**) Tissue-specific expression analysis reveals high expression levels of lncRNA033862 in adult mouse testis and brain tissue. (**d**) Changes in lncRNA033862 transcript levels in mouse testis during the first 3 weeks of postnatal development; transcript levels were highest from postnatal day (P) 1 to P7 and significantly decreased after P10 (*P*-value <0.01). (**e**) *In situ* hybridization identifies cell type-specific expression of lncRNA033862 in spermatogonia on the basal membrane of seminiferous tubules, and the complementary sequence to the probe was used as sense control. (**f**) Predominantly nuclear signal was found at lower magnification and (**g**) higher magnification. Error bars indicate S.D. Scale bar=50 *μ*m

**Figure 4:**
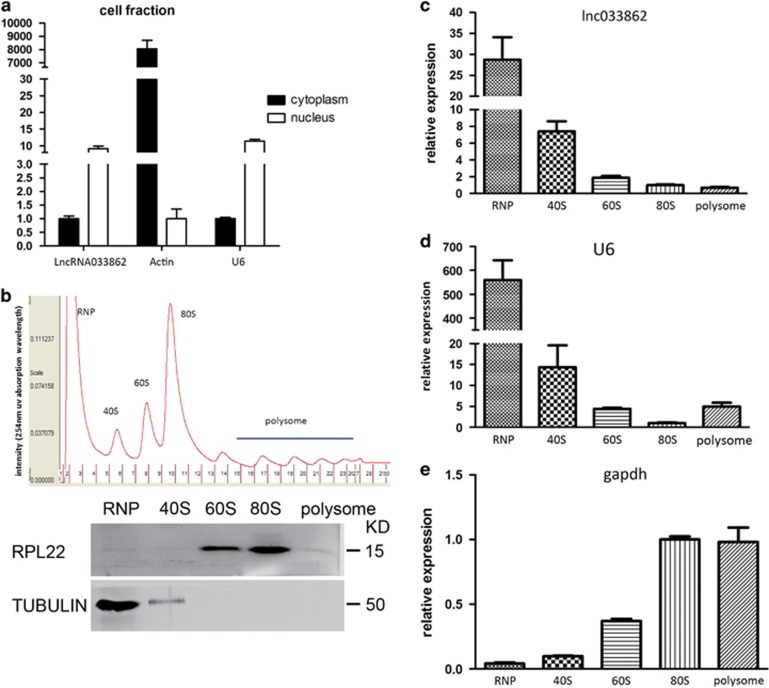
LncRNA 033862 localizes to the nucleus in SSCs and does not have translational potential. (**a**) Quantitative RT-PCR confirms that lncRNA033862 is predominantly found in the nuclear but not cytoplasmic fraction of SSCs. Small nuclear RNA U6 transcript and actin mRNA served as positive controls for a nuclear RNA and a translated mRNA, respectively. (**b**) Polysome profile of fractions from SSC. UV-absorbance peaks correspond to ribonucleoprotein particles (RNP), free ribosomal subunits (40S and 60S), 80S monosomes, and polysomes, separation of polysome fractions was confirmed by western blot analysis of ribosomal protein L22 (RPL22; positive control for polysome protein) and tubulin (positive control for RNP). (**c–e**) Quantitative real-time RT-PCR confirms the association of LncRNA033862 with RNP but not ribosomal subunits or monosomes. Small nucleus RNA U6 and GAPDH mRNA served as positive control for RNA species known to associate with RNP and ribosomes, respectively. Error bars indicate S.D.

**Figure 5:**
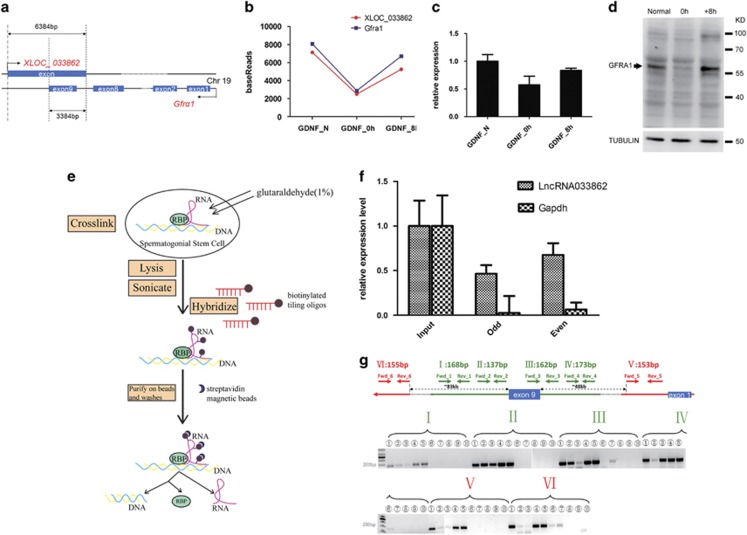
LncRNA033862 interacts with *Gfrα1* (**a**) LncRNA033862 is an antisense lncRNA of *Gfra1*, which encodes GDNF family receptor alpha. The 6384-bp sequence of lncRNA033862 is transcribed from the opposite strand of *Gfra1* covering intron 9 and exon 9. (**b**) Changes in lncRNA033862 and *Gfra1* transcript levels in SSC in response to GDNF depletion and replenishment. Y axis, number of reads identified by global gene expression profiling. (**c–d**) *Gfrα1* transcript and protein levels were further validated by RT-PCR and western blotting, respectively. (**e**) Experimental outline for ChIRP analysis. (**f**) ChIRP analysis demonstrates that lncRNA033862 interacts with the chromosomal region encoding *Gfra1* in SSCs. Biotinylated oligonucleotides (probes, total number=10) tiling the lncRNA033862 transcript were combined in even and odd-numbered pools. Each oligonucleotide pool specifically precipitated the lncRNA033862 transcript but not GAPDH mRNA transcript. (**g**) Five sets of PCR primers were designed to amplify those *Gfra1* DNA sequences that co-precipitated with the tiling oligonucleotides. At least one pool was enriched for all *Gfra1* sequences contained within the overlapping regions with lncRNA033862, but not sequences outside the region of complementarity. I and II: PCR primers directed against putative lncRNA033862 binding sequences located 2.3 and 0.6-kb downstream of exon 9 of the *Gfra1* gene, respectively; III and IV: primers detecting a sequence covering exon 9 of *Gfra1*; V: primers detecting a sequence at approximately 48-kb upstream of *Gfrα1* gene; VI: primers detecting a sequence at approximately 83-kb downstream of *Gfrα1* gene. PCR products were amplified using the respective primers indicated on top of the panel from the following samples: (1) input DNA, (2) and (3) DNA co-precipitated with odd and even-numbered pools of probes, (4) and (5) cell lysates, (6) to (9) washing buffers, and (10) water control. Error bars indicate S.D. for above statistic data

**Figure 6:**
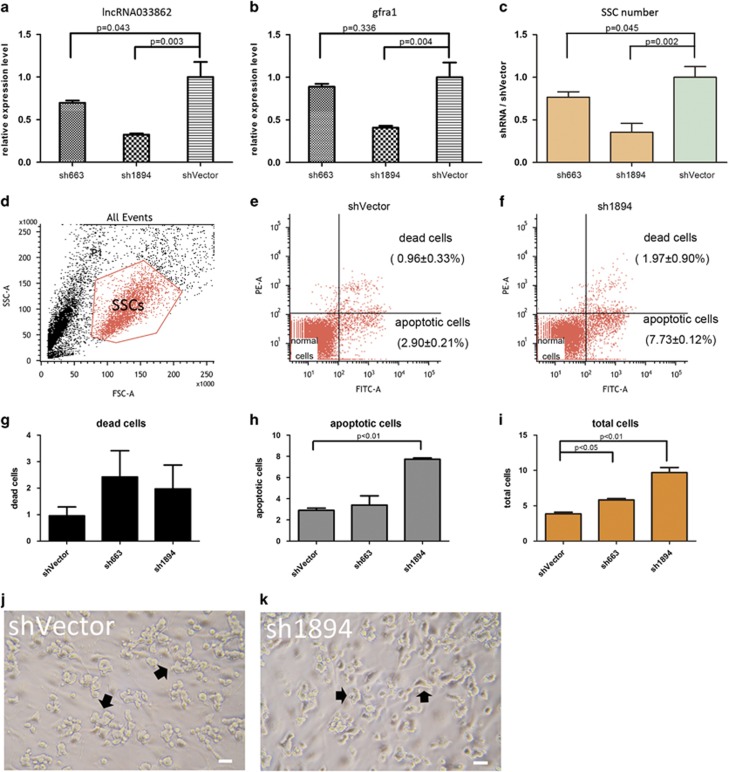
Knockdown of LncRNA 033862 impairs the survival and proliferation of SSCs**. (a)** *In vitro* lentivirus-mediated knockdown resulted in a reduction of lncRNA033862 transcript levels by 30% with shRNA663, and by 65% by shRNA1894, and a corresponding reduction of *Gfra1* transcript levels (**b**) to 88.9 % with shRNA663, and to 40.9% with shRNA1894. (**c**) Significant reduction of total cell number in SSC cultures 7 days after transduction with shRNA663 and shRNA1894 compared with vector alone (shVector). FACS analysis of SSCs gated according to forward and side scatter as indicated in (**d**). (**e** and **f**) Compared with shVector transfection, knockdown lncRNA033862 by sh1894 resulted in an increase of apoptotic cells in SSC cultures. (**g**) Lentiviral transduction of SSCs with shRNA663 or shRNA1894 resulted in an increased number of dead cells and (**h**) significantly higher total numbers of apoptotic cells in SSCs transduced with shRNA1894. (**i**) Both shRNA663 (*P*<0.05) and shRNA1894 (*P*<0.01) induced a significant increase in the number of abnormal (dead and apoptotic) cells. (**j**) Morphological changes in SSC cultures after vector control transfection and (**k**) shRNA1894 induced knockdown of lncRNA033862. Cell clumps became visibly smaller and dissociated within one week following transduction (scale bar=20 *μ*m). Error bars indicate S.D. for above data

**Figure 7:**
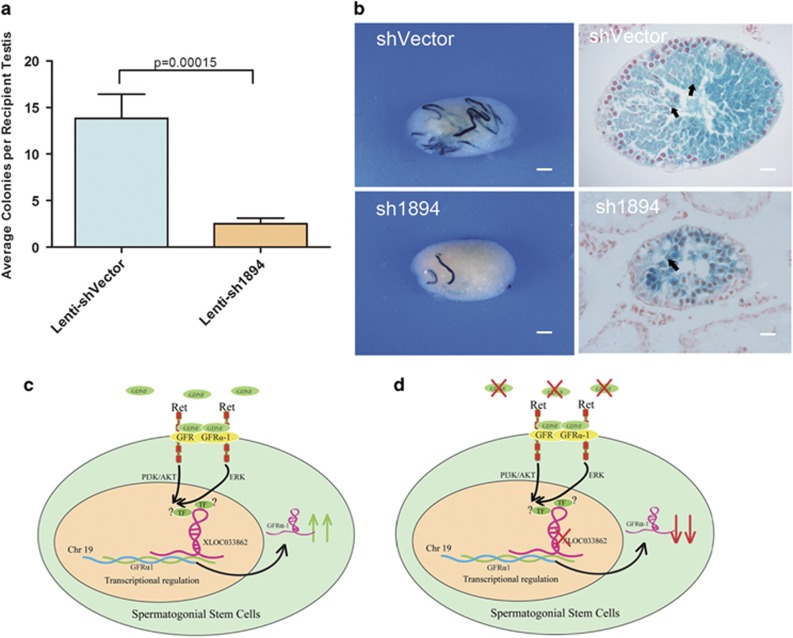
Reduced repopulation capacity of SSCs after lncRNA033862 knockdown. (**a** and **b**) SSCs transduced with shRNA1894-encoding lentivirus formed significantly fewer spermatogenic colonies in recipient testes than SSCs transduced with vector control, scale bar =1mm. Data are from three independent transplantation experiments; in total, control vector lentivirus transduced SSC were transplanted into 21 testes, and sh1894 lentivirus transduced SSC into 22 testes. Donor-derived colonies exhibited a full range of germ cell development, including mature spermatids (black arrows, scale bar=1 mm for left panel and 20 *μ*m for right panel), irrespective of lncRNA033862 knockdown. (**c**) Proposed model for the regulation of mouse SSC self-renewal and maintenance by lncRNA033862. Under normal physiologic conditions in the testes, exogenous growth factor GDNF binds to its receptor GFRA1 and RET and stimulates intracellular signaling involving PI3K/AKT and ETK pathways. This positively regulates transcription of lncRNA033862, such that sufficient transcript levels are present in the nucleus to activate the transcription of genes necessary for SSC self-renewal, such as *Gfra1*. (**d**) In the absence of GDNF, lower lncRNA033862 transcription, leading to reduced activation of *Gfra1* transcription, causes imbalance of self-renewal and maintenance of SSCs. Error bars indicate S.D.

## Abbreviations

SPCs: spermatogonial progenitor cells
SSCs: spermatogonial stem cells
lncRNA: long non-coding RNA
GDNF: glial cell-derived neurotrophic factor
Gfra1: GDNF receptor alpha1
CHIRP: chromatin isolation by RNA purification
shRNA: small hairpin RNA

# Supplementary material for: A long non-coding RNA interacts with Gfra1 and maintains survival of mouse spermatogonial stem cells
**Source:** Cell Death Dis. 2016 Mar 10;7(3):e2140–. doi: 10.1038/cddis.2016.24
**Supplement:** Supplementary Informations

A long non-coding RNA interacts with Gfra1 and maintains survival of mouse spermatogonial stem cells

Lufan Li<sup>1\*</sup>, Min Wang<sup>1\*</sup>, Mei Wang<sup>1\*</sup>, Xiaoxi Wu<sup>1\*</sup>, Lei Geng<sup>1</sup>, Yuanyuan Xue<sup>1</sup>, Xiang Wei<sup>1</sup>, Yuanyuan Jia,<sup>1</sup> Xin Wu<sup>1</sup>

5

Summary of supplementary data:

This supplementary information includes 9 figures and 2 tables supporting the main text, detailed data from each supplementary figure and table has been mentioned in the main text.

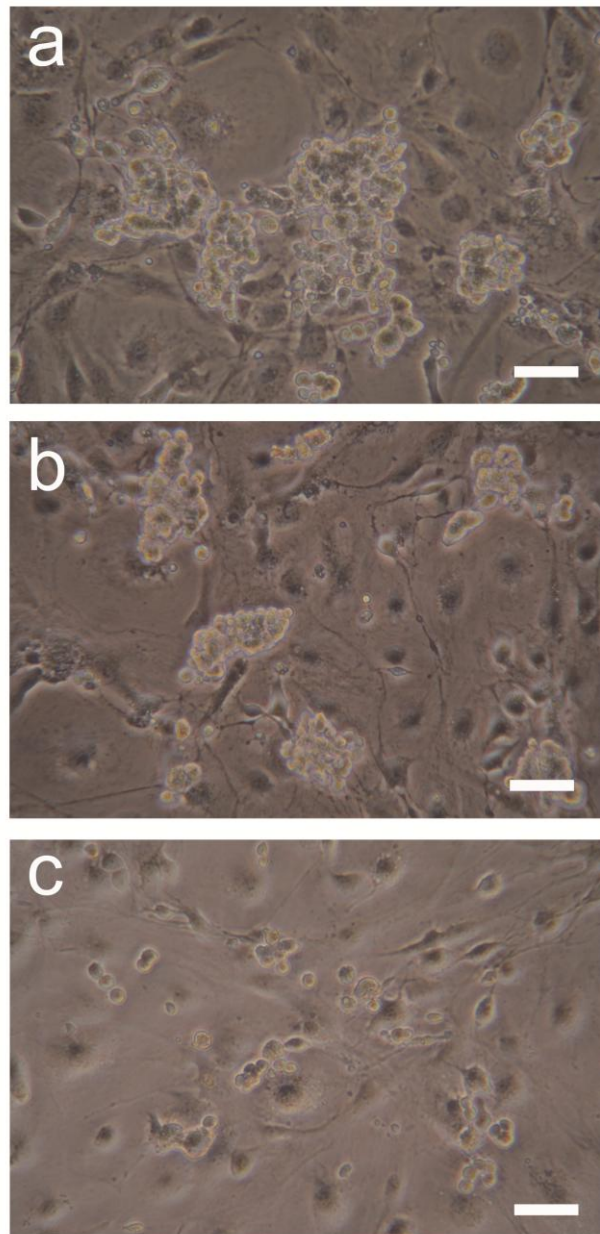

10

**Supplementary Figure 1. Clump-forming SSC cultures.** (a) In the presence of GDNF, SSC clumps exhibited typical grape-shaped appearance. (b) FGF2 withdrawal from the culture medium resulted in slower proliferation but a net increase in cell numbers (see Fig. 1d); upon FGF2 withdrawal, colonies were smaller but retained clump-forming morphology. (c) In contrast, GDNF withdrawal resulted in disappearance of clump forming cells within 7 days.

15

Scale bar=100 $\mu$ m.

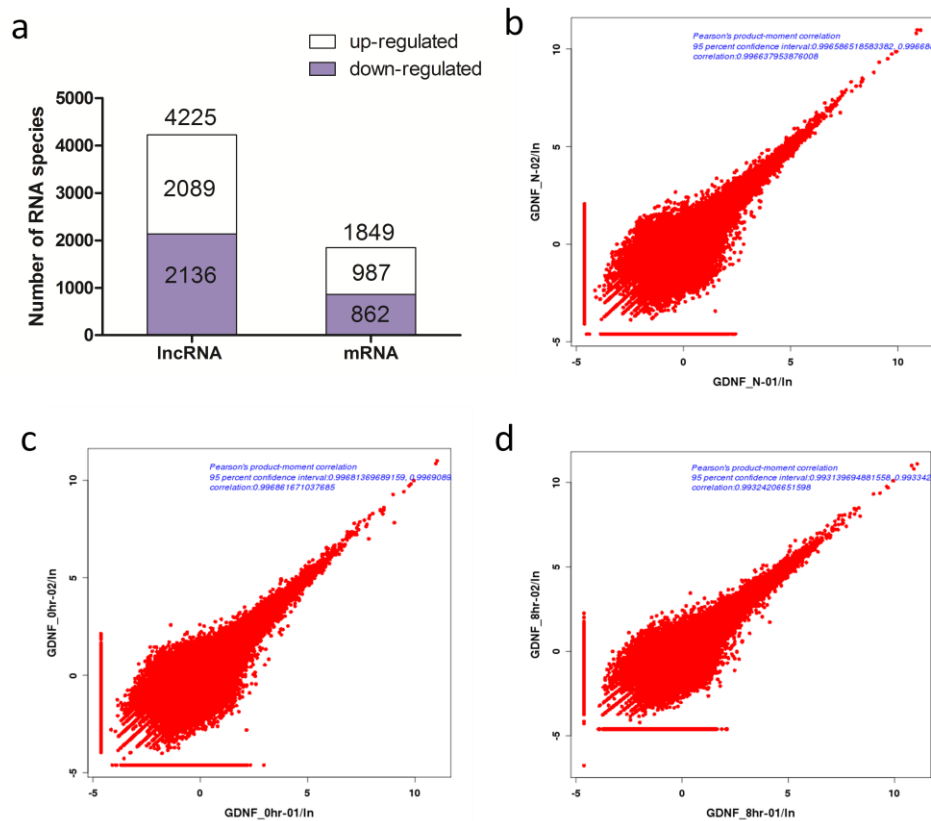

**Supplementary Figure 2. RNA transcripts regulated by GDNF refreshment and**

**20 Pearson correlation between samples. (a)** Comparable proportions of mRNA and lncRNAs (2089/2136 vs 987/862) were up- and down-regulated upon GDNF refreshment. **(b)** Pearson correlation value was calculated between two normal cultured samples (Normal, 0.996), two 18h GDNF withdrawal samples (0h, 0.996) and two 8h GDNF refreshment samples(8h, 0.993)

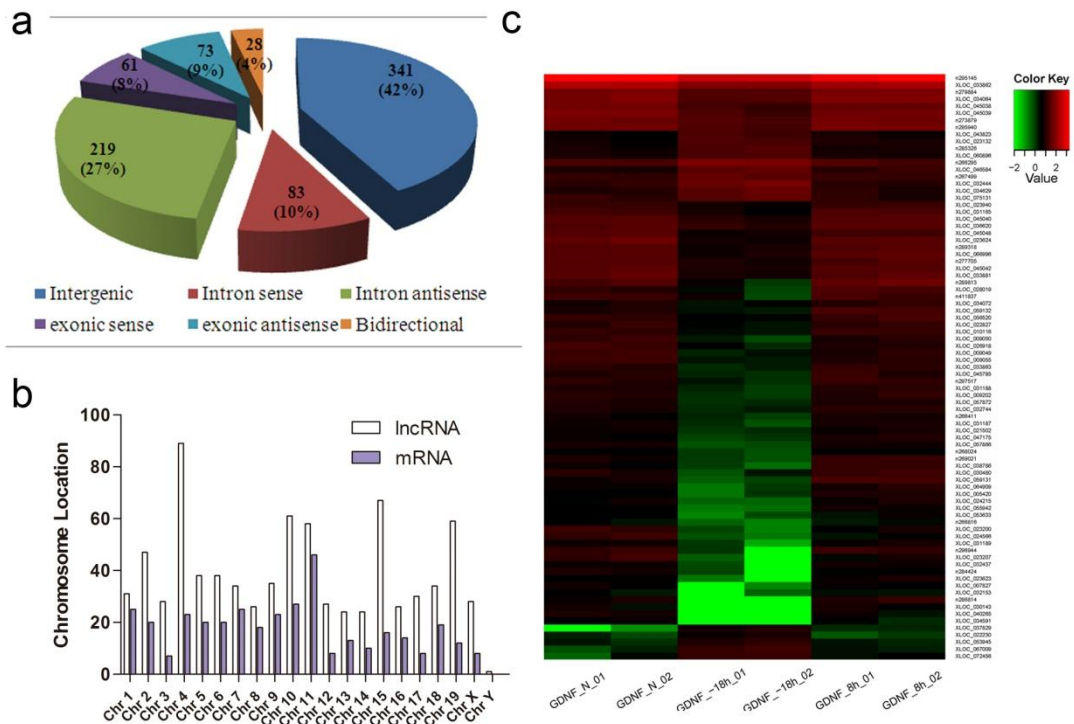

30 **Supplementary Figure 3. Characterization of GDNF-regulated lncRNAs.** (a) Genomic context of lncRNAs regulated by GDNF. Most of the 805 lncRNAs were intergenic, intron antisense, or intron sense. (b) The 362 mRNAs and 805 lncRNA transcripts found to be regulated by GDNF were randomly derived from all mouse chromosomes. (c) Heat map of 83 lncRNAs with FDR<0.05 and at least 2-fold change in expression level in individual

35 samples of GDNF treated SSCs.

a

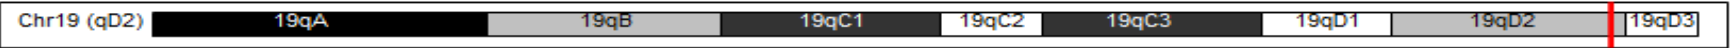

b

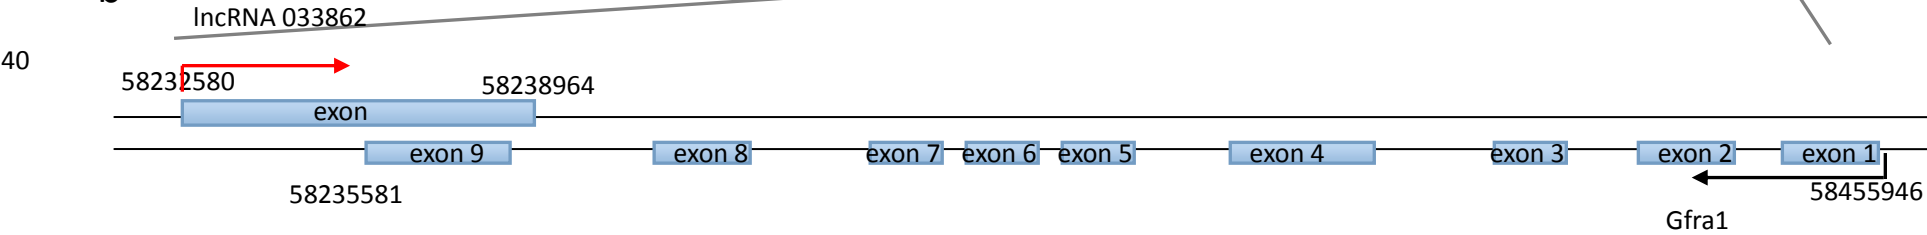

c

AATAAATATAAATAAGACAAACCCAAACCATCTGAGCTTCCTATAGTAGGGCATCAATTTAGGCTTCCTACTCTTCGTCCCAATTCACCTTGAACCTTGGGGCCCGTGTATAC  
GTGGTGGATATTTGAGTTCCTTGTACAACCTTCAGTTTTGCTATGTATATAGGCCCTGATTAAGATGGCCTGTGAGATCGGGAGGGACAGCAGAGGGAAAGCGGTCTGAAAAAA  
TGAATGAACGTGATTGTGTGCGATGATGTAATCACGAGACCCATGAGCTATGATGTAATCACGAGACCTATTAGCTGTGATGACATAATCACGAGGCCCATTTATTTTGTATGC  
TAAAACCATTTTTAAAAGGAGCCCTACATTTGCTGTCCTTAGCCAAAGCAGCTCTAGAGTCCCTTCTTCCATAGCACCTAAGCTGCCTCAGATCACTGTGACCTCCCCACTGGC  
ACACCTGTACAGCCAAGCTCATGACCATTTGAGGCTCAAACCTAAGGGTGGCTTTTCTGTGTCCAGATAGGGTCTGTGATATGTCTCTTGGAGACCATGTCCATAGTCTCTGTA  
ACTATACAGAGAACCTCTGG CAGGTATCAGAGACAT

60

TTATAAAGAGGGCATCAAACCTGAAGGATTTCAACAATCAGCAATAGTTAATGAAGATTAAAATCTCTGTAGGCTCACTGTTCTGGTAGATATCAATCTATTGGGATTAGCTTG  
|||||  
AATAT

65

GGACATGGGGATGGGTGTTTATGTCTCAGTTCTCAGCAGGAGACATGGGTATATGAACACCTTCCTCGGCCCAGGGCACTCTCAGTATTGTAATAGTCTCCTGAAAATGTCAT  
|||||||  
CCCGTGAGAGTCATAACATT

70

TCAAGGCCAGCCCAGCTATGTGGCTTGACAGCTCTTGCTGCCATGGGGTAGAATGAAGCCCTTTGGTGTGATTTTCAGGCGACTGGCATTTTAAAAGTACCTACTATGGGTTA

75

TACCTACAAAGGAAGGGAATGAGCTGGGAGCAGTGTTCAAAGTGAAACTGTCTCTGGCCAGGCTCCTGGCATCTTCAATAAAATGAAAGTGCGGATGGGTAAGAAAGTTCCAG  
|||||||  
CCATTCTTTCAAGGTC

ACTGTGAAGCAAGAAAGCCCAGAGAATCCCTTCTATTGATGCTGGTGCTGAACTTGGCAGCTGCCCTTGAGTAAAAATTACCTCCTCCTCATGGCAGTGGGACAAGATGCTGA  
|||||  
TGAC

80

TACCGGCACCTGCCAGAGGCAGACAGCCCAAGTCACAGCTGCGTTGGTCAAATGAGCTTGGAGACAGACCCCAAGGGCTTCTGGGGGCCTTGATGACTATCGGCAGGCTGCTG

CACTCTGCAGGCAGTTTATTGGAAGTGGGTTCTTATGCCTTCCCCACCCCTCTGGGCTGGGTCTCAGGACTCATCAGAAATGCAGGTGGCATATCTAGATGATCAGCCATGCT

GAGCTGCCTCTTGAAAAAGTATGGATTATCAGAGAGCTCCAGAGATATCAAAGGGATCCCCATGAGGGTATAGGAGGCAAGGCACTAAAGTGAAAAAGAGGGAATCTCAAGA

85

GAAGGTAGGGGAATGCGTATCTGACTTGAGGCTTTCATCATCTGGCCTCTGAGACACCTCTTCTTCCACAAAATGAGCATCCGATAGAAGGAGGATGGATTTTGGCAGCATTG

|||||  
AAGGTGTTTTACTCGTAGGC

90

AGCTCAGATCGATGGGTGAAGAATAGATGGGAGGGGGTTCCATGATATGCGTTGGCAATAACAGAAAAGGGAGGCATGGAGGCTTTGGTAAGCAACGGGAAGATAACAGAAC

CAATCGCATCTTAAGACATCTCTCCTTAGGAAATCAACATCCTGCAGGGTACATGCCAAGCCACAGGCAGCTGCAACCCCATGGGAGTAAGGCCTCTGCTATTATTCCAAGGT

|||||  
TCATTCCGGAGACGATAATAA

95

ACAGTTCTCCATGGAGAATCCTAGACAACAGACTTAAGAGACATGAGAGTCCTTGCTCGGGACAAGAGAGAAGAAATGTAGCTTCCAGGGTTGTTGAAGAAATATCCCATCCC

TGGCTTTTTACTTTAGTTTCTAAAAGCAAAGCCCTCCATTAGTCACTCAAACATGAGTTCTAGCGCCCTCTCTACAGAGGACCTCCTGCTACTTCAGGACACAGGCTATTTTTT

100

|||||  
TTTCGGGAGGTAATCAGTGA

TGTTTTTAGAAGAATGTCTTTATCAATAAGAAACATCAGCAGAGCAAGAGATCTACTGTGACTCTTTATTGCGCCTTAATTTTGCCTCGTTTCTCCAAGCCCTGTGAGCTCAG

105

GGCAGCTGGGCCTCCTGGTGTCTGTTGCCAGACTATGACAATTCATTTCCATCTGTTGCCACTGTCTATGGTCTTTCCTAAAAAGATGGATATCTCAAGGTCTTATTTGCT

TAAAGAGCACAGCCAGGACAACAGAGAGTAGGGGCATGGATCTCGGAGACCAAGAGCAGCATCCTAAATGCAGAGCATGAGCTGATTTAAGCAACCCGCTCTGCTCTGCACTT

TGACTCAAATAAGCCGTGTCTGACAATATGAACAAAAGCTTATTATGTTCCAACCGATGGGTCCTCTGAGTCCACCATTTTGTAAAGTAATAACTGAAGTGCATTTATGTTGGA

110

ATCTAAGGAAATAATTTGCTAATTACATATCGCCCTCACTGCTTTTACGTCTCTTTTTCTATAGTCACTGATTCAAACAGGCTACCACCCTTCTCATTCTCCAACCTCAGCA

115

120

125

130

135

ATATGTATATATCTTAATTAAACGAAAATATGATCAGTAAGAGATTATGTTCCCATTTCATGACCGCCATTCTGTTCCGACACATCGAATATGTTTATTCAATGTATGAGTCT

140

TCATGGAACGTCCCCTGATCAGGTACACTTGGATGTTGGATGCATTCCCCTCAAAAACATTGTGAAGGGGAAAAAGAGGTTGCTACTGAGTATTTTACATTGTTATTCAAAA  
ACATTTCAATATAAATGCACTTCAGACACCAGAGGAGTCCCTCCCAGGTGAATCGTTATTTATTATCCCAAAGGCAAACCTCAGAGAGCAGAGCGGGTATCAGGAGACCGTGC

145

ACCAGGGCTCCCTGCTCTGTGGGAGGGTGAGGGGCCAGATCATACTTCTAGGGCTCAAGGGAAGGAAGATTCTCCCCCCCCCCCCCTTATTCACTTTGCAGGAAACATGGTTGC  
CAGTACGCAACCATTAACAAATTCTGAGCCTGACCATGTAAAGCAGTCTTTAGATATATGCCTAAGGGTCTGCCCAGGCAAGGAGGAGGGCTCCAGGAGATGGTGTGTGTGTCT

|||||  
TAAGACTCGGACTGGTACAT

150

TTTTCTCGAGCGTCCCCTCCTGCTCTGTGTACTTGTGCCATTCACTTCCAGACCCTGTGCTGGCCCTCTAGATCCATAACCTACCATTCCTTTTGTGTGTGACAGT  
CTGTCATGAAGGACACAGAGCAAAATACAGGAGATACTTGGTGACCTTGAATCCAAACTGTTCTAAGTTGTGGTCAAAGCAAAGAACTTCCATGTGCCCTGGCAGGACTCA

155

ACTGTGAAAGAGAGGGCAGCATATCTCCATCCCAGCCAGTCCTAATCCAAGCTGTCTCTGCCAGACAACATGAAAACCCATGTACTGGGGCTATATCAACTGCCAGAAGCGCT  
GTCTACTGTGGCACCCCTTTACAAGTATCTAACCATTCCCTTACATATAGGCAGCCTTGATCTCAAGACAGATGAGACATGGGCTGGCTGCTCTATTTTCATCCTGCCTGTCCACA

|||||  
GTATATCCGTCGGAAGTAGA

160

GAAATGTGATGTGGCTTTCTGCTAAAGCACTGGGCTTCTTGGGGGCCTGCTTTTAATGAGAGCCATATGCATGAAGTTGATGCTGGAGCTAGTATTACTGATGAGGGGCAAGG  
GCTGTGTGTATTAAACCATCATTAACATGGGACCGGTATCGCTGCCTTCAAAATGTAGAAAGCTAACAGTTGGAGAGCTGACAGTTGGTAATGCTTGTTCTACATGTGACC

165 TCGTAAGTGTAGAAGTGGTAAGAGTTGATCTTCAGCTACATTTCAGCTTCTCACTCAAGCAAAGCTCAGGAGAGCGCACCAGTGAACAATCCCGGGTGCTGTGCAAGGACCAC  
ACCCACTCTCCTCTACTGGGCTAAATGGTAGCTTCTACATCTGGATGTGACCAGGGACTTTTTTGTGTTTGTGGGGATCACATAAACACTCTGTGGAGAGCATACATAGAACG  
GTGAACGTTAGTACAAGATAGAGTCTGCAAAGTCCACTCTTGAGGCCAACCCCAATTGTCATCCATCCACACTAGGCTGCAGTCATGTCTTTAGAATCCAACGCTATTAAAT  
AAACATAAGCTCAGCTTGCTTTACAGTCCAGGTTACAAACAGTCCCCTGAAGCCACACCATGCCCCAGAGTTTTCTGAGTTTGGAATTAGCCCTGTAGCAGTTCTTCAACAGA  
175 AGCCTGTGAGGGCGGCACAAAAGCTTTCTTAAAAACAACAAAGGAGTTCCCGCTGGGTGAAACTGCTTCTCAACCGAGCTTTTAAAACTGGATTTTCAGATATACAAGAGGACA  
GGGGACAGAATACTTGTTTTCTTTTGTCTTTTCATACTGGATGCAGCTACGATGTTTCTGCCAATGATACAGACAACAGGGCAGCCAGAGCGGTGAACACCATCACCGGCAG  
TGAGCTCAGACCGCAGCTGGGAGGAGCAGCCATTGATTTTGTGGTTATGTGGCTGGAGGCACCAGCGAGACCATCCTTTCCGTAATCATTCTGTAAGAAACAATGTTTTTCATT  
180 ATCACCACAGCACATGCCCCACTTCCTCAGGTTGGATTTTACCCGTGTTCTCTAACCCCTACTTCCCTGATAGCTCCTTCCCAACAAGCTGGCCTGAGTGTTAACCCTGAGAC  
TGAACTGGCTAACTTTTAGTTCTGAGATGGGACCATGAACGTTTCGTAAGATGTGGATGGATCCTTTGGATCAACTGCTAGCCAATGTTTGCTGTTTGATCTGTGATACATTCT  
185 | | | | | | | | | | | | | | | | | | | |  
ACTTGCAAGCATTCTACACC  
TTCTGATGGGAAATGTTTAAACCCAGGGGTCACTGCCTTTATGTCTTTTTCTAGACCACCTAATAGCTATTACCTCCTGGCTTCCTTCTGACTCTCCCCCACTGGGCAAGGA  
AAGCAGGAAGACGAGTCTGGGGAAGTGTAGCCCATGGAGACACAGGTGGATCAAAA-3'

190     **Supplementary Figure 4. Structure of lncRNA033862.** (a) lncRNA033862 is a 6384bp RNA transcript transcribed from mouse chromosome 19 with a single exon (red region). (b) lncRNA033862 (red arrow) is a partial antisense transcript of *Gfra1* (transcriptional start marked by black arrow) that initiates 3 kb downstream of *Gfra1* exon 9 and includes exon 9 (2935 bp) and the intronic region between exons 8 and 9 (449 bp). (c) Full sequence of lncRNA033862 illustrating the sequence representing a partial antisense transcript to *Gfra1* exon 9 (yellow highlighting), the amplicon used for detection by RT-PCR detection (red), oligos for shRNA inhibition (blue), probes for chromatin isolation by RNA purification (CHIRP, green), and the probe for in situ RNA hybridization (purple; with sense sequence representing the lncRNA033862-specific probe, and antisense sequence used as probe control).

195

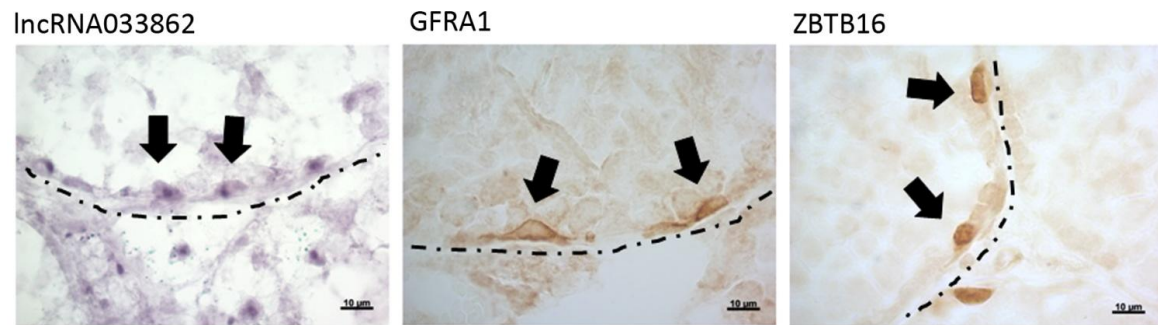

200 **Supplementary Figure 5. LncRNA033862 localizes to spermatogonia.** RNA in situ hybridisation of lncRNA033862 in testis cryosections from 4 to 5-month-old adult mice was performed with a 794 bp RNA probe. The complementary sequence to the probe was used as sense control (see figure 3e). Strong staining (NTB/BCIP substrate, brownish red without ethanol rinse) was found in the nuclear region of spermatogonia-like cells on the

205 basal membrane of seminiferous tubules. These cells express the spermatogonia marker GFRA1 and undifferentiated germ cell marker ZBTB16 (PLZF), visualized by immunostaining (DAB substrate, yellowish-brown), and thus represent type A spermatogonia. Size bar, 10 µM.

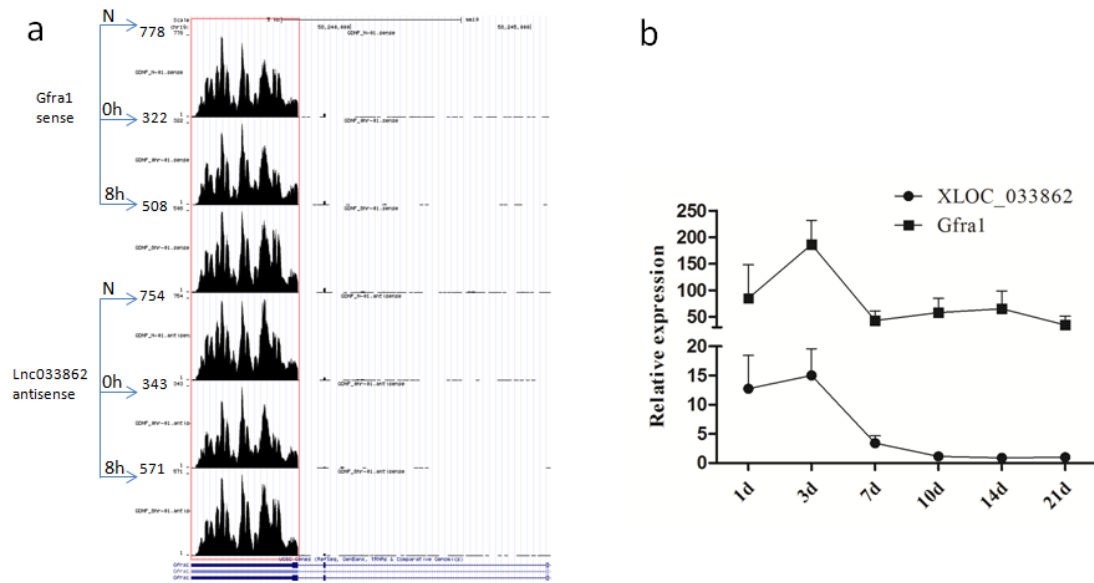

**Supplementary Figure 6. Transcript levels of *Gfra1* and *lncRNA033862* correlate in cell**

**lines in response to GDNF and in vivo. (a) Correlation of *Gfra1* and *lncRNA033862***

transcripts in RNA-seq experiments visualized by a representative snapshot (from cell line#1;

generated by <http://genome.ucsc.edu>) of the exon 9 region of *Gfra1*. **(b) Quantitative RT-PCR**

reveals that *lncRNA033862* transcript and *Gfra1* mRNA correlate significantly in the testes

from postnatal day 1 to day 21 (Pearson correlation: 0.538,  $p < 0.05$ ). Error bars indicate

STDEV.

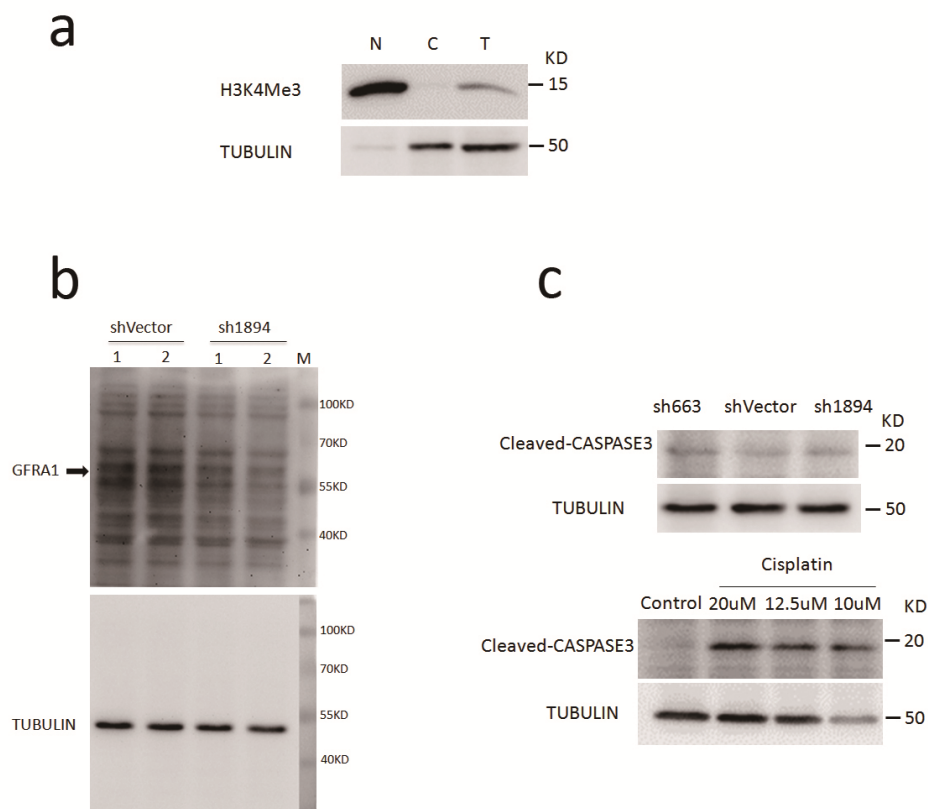

220

**Supplementary Figure 7. Protein level identification** (a) Western blot to verify the cell fractionation, compared to whole cell lysis,  $\beta$ -TUBULIN (Cell Signaling, Cat#:2128S, 55kDa) is enriched in cytoplasmic fraction and H3K4Me3 (ABclonal, Cat#: A2357, 15kDa) is enriched in nuclear fraction. (b) Western blot to detect Protein levels of GFRA1 following lncRNA033862 knockdown. Tubulin served as control. (c) Western blot to detect the cleaved-CASPASE3 as an apoptotic marker. Cultured germ cells have higher intensity of cleaved-CASPASE3 (Cell signaling Cat No:9664 17,19 kDa) following lncRNA033862 knockdown. Cisplatin-induced apoptosis served as control.

225

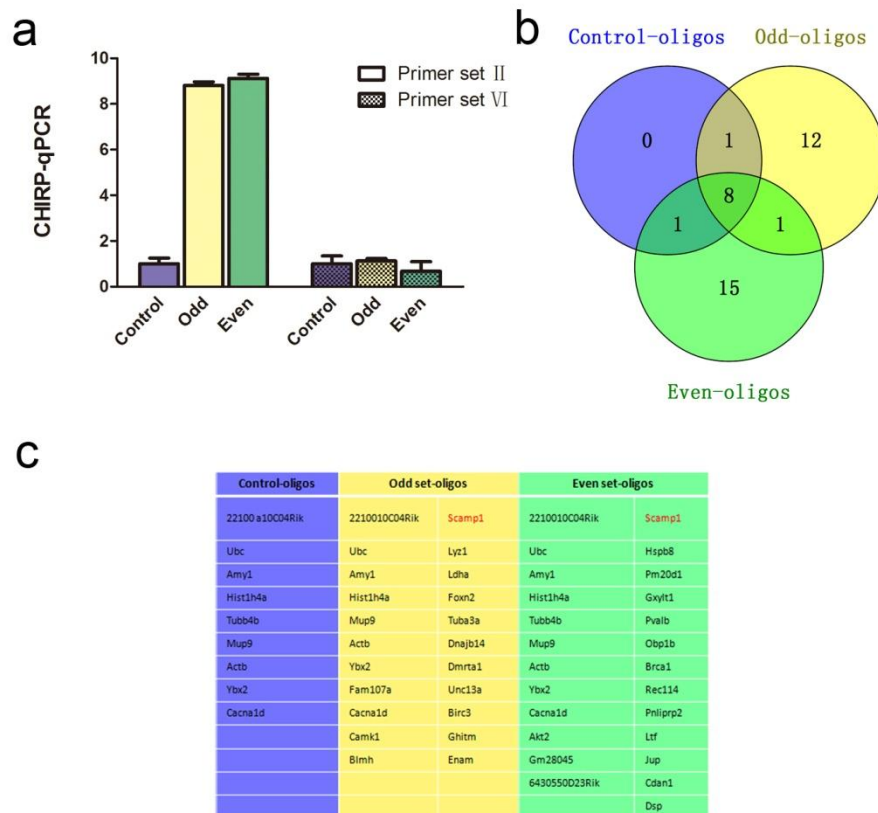

230

**Supplementary Figure 8. LncRNA033862 associated proteins.** (a) ChIRP-qPCR with primer set II (amplifying the regions of *Gfra1* that overlap with LncRNA033862) resulted in an up to 8.8 fold enrichment of DNA fragments captured using the odd set of tiled oligos, and an 9.1 fold enrichment of fragments captured using the even set of oligos; in contrast, amplification with primer set VI (amplifying the regions of *Gfra1* that do not overlap with LncRNA033862), did not result in enrichment of DNA fragments. Non-bead-conjugated oligos served as a negative pull-down control. (b) Eluted protein was subject to protein mass spectrometry (Modle, Ultraflex II MALDI-TOF/TOF, Bruker Daltonics Co.). Venn diagram analysis demonstrated that only one protein, SCAMP1, was common to complexes pulled down using odd (yellow) and even oligonucleotide pools (green). (c) List of protein candidates identified in (b). Error bars indicate STDEV.

235

240

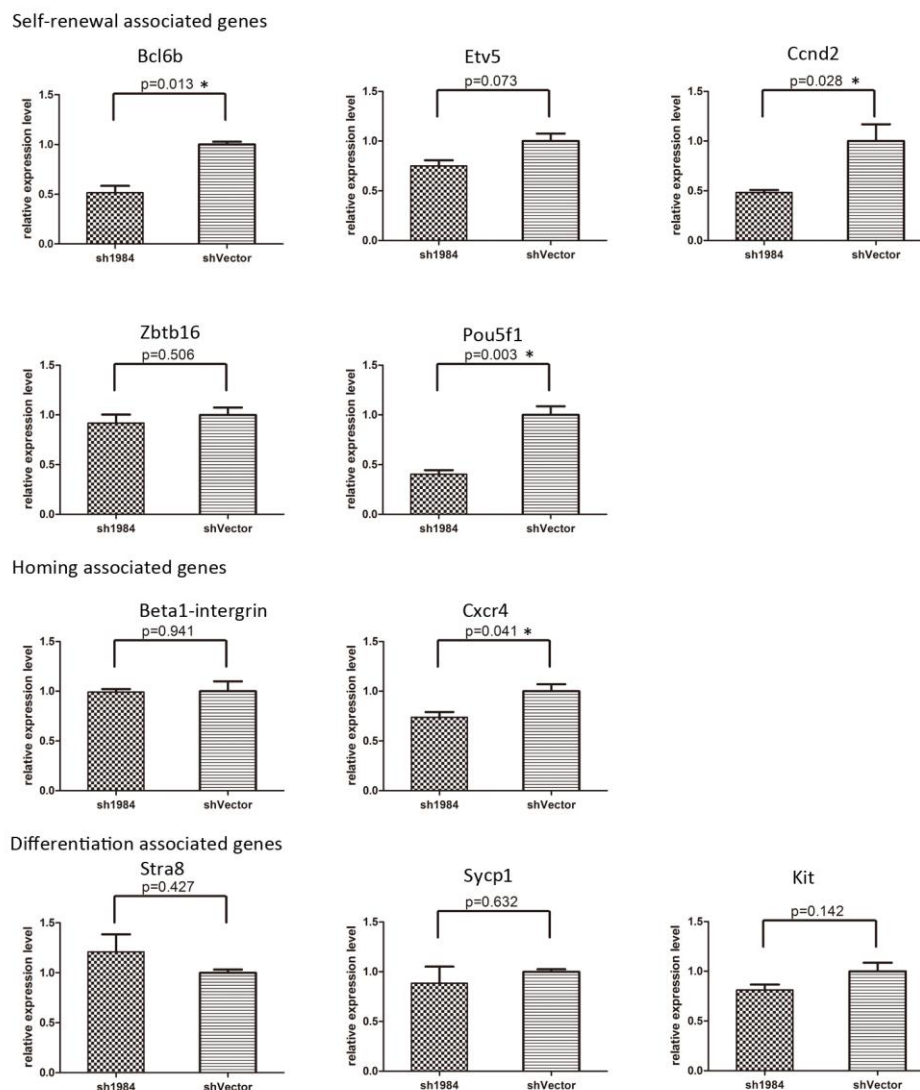

**Supplementary Figure 9. lncRNA033862 knockdown results in downregulation of**

245 **self-renewal associated genes in SSC cultures.** Quantitative RT-PCR for transcripts of 10  
SSC-associated genes in cultured SSCs after lncRNA033862 knockdown; shVector served as  
control. Asterisks mark significant differences (t-test,  $p < 0.05$ ). Transcript levels of the  
self-renewal genes *Bcl6b*, *Ccnd2* and *Pou5f1* (*Oct4*) were significantly decreased, whereas  
*Zbtb16* was not affected. Among genes associated with homing, *Beta1 intergrin* mRNA levels  
250 were not affected by lncRNA033862 knockdown whereas *Cxcr4* mRNA was decreased.  
Transcript levels of representative genes reflecting SSC differentiation (*Stra8*, *Sycp1*, *Kit*)

were found at extremely low level and not significantly changed after knockdown of lncRNA033862. Error bars indicate STDEV.

**Supplemental Table 1 Top one hundred lncRNA species identified in SSCs**

| <b>Number</b> | <b>ID*</b>  | <b>Length (bp)</b> | <b>baseMean_N</b> | <b>baseMean_0h</b> | <b>baseMean_8h</b> | <b>P value (N vs 0h)</b> | <b>FDR (N vs 0h)</b> | <b>P value (0h vs 8h)</b> | <b>FDR (0h vs 8h)</b> |
|---------------|-------------|--------------------|-------------------|--------------------|--------------------|--------------------------|----------------------|---------------------------|-----------------------|
| 1             | n422895     | 1612               | 1273548.16        | 1437399.59         | 1214145.10         | 0.42873333               | 1                    | 0.273346                  | 1                     |
| 2             | n294267     | 838                | 748357.74         | 833004.00          | 676430.90          | 0.48790179               | 1                    | 0.169625                  | 1                     |
| 3             | n422898     | 2883               | 741083.51         | 761130.33          | 657142.60          | 0.866812732              | 1                    | 0.336383                  | 1                     |
| 4             | n422896     | 690                | 644416.83         | 669233.96          | 648034.31          | 0.799877019              | 1                    | 0.840097                  | 1                     |
| 5             | n422893     | 2555               | 523569.47         | 514334.60          | 412638.36          | 0.898396814              | 1                    | 0.149433                  | 0.992435              |
| 6             | n422894     | 1085               | 333257.76         | 322786.72          | 258364.84          | 0.833361282              | 1                    | 0.142017                  | 0.978771              |
| 7             | n423941     | 2351               | 171046.11         | 183395.84          | 140084.10          | 0.662327748              | 1                    | 0.080228                  | 0.822087              |
| 8             | n272737     | 379                | 129115.85         | 138330.51          | 132485.58          | 0.638474582              | 1                    | 0.773793                  | 1                     |
| 9             | n272837     | 686                | 116293.90         | 107380.49          | 100710.67          | 0.660055275              | 1                    | 0.691568                  | 1                     |
| 10            | n265149     | 1424               | 21471.55          | 22734.24           | 27298.14           | 0.820730364              | 1                    | 0.429801                  | 1                     |
| 11            | n297626     | 939                | 10044.88          | 10669.85           | 9352.97            | 0.70300895               | 1                    | 0.404661                  | 1                     |
| 12            | n264684     | 1074               | 9203.65           | 10222.70           | 9421.97            | 0.47918537               | 1                    | 0.570529                  | 1                     |
| 13            | XLOC_033862 | 6384               | 7136.16           | 2504.45            | 5249.89            | 3.07E-11                 | 1.41E-07             | 2.02E-06                  | 0.000963              |
| 14            | XLOC_011180 | 8956               | 6768.62           | 6779.67            | 7535.08            | 0.993208372              | 1                    | 0.509019                  | 1                     |
| 15            | n269743     | 889                | 6691.27           | 8497.36            | 8797.49            | 0.189756875              | 1                    | 0.819619                  | 1                     |
| 16            | n267238     | 2574               | 6604.58           | 7881.19            | 6183.96            | 0.247681578              | 1                    | 0.11696                   | 0.930178              |
| 17            | n416847     | 2478               | 6357.99           | 6312.47            | 6289.03            | 0.970035581              | 1                    | 0.971025                  | 1                     |
| 18            | n413703     | 6621               | 6095.66           | 5638.19            | 6170.83            | 0.676767341              | 1                    | 0.599846                  | 1                     |
| 19            | XLOC_003490 | 4676               | 6042.42           | 5001.15            | 4265.19            | 0.574955552              | 1                    | 0.605794                  | 1                     |
| 20            | n295145     | 811                | 5713.16           | 1902.44            | 4872.34            | 2.95E-07                 | 0.000311             | 1.07E-05                  | 0.003332              |
| 21            | n344450     | 2219               | 5418.73           | 2953.01            | 2215.51            | 0.000110496              | 0.040788             | 0.06304                   | 0.757831              |
| 22            | XLOC_069106 | 1590               | 5417.97           | 5147.09            | 3891.05            | 0.889220141              | 1                    | 0.499353                  | 1                     |
| 23            | n421342     | 2539               | 5379.19           | 5155.25            | 4377.05            | 0.79486504               | 1                    | 0.282505                  | 1                     |

|    |             |      |         |         |         |             |          |          |          |
|----|-------------|------|---------|---------|---------|-------------|----------|----------|----------|
| 24 | n273021     | 1563 | 5323.17 | 6292.76 | 5634.85 | 0.478214873 | 1        | 0.659908 | 1        |
| 25 | n413706     | 2026 | 5304.86 | 5739.79 | 7305.06 | 0.58373003  | 1        | 0.113023 | 0.921513 |
| 26 | n284720     | 1916 | 5107.58 | 5322.01 | 3983.14 | 0.813547565 | 1        | 0.062031 | 0.754274 |
| 27 | XLOC_074383 | 3288 | 4883.28 | 5708.51 | 4272.40 | 0.312959647 | 1        | 0.060905 | 0.749052 |
| 28 | XLOC_015015 | 3457 | 4823.67 | 3328.93 | 4831.98 | 0.016698068 | 0.767832 | 0.016856 | 0.428677 |
| 29 | n289939     | 2655 | 4763.88 | 6089.74 | 5622.93 | 0.21676011  | 1        | 0.681857 | 1        |
| 30 | n265035     | 4068 | 4650.39 | 4776.68 | 3899.97 | 0.88009913  | 1        | 0.200625 | 1        |
| 31 | n424047     | 1787 | 4184.45 | 4549.31 | 6360.57 | 0.634159873 | 1        | 0.031283 | 0.572833 |
| 32 | n283494     | 3371 | 4071.44 | 3497.67 | 4075.25 | 0.336595586 | 1        | 0.327732 | 1        |
| 33 | n295169     | 2017 | 3941.74 | 3756.83 | 4235.29 | 0.754383144 | 1        | 0.421289 | 1        |
| 34 | XLOC_046462 | 3148 | 3902.73 | 5061.07 | 3815.21 | 0.093192102 | 1        | 0.067979 | 0.778099 |
| 35 | n266044     | 2025 | 3829.98 | 3840.21 | 6418.87 | 0.938367715 | 1        | 0.001003 | 0.085527 |
| 36 | n343786     | 5845 | 3663.60 | 3128.00 | 3772.35 | 0.313639637 | 1        | 0.226665 | 1        |
| 37 | n286390     | 4961 | 3580.73 | 2583.19 | 1867.13 | 0.077037826 | 1        | 0.073628 | 0.797344 |
| 38 | n271003     | 4229 | 3531.59 | 3214.97 | 3727.91 | 0.58667201  | 1        | 0.357894 | 1        |
| 39 | XLOC_033631 | 9707 | 3493.21 | 3189.57 | 3334.63 | 0.554764071 | 1        | 0.759315 | 1        |
| 40 | n293679     | 3209 | 3483.66 | 3337.82 | 2738.38 | 0.865711934 | 1        | 0.427239 | 1        |
| 41 | n273670     | 3730 | 3480.01 | 3071.75 | 3411.29 | 0.425381936 | 1        | 0.509654 | 1        |
| 42 | n293512     | 2815 | 3474.52 | 2977.41 | 3016.18 | 0.363355755 | 1        | 0.909591 | 1        |
| 43 | n343833     | 721  | 3353.34 | 3631.58 | 3730.01 | 0.709415119 | 1        | 0.939475 | 1        |
| 44 | XLOC_051561 | 3974 | 3327.20 | 2160.26 | 3276.66 | 0.005567648 | 0.461815 | 0.007419 | 0.275908 |
| 45 | n265642     | 4871 | 3230.14 | 2304.17 | 1871.05 | 0.032698136 | 0.993918 | 0.185585 | 1        |
| 46 | XLOC_060814 | 5118 | 3179.59 | 2899.56 | 2540.08 | 0.553875881 | 1        | 0.405996 | 1        |
| 47 | n264998     | 3889 | 3139.12 | 2346.62 | 2804.41 | 0.057937044 | 1        | 0.246806 | 1        |
| 48 | n294055     | 4042 | 3078.73 | 3136.36 | 3200.87 | 0.916599946 | 1        | 0.873023 | 1        |
| 49 | XLOC_028221 | 7636 | 3036.64 | 3000.19 | 7090.57 | 0.948210216 | 1        | 9.55E-06 | 0.003027 |

|    |             |      |         |         |         |             |          |          |          |
|----|-------------|------|---------|---------|---------|-------------|----------|----------|----------|
| 50 | n177784     | 7003 | 3035.07 | 2177.29 | 3317.68 | 0.036089707 | 1        | 0.007699 | 0.281619 |
| 51 | n344280     | 8745 | 3009.39 | 2996.07 | 2655.79 | 0.986343549 | 1        | 0.423545 | 1        |
| 52 | n413093     | 8300 | 2931.68 | 2941.73 | 2752.98 | 0.980521362 | 1        | 0.689114 | 1        |
| 53 | XLOC_024241 | 7110 | 2930.58 | 2815.49 | 2704.34 | 0.802012516 | 1        | 0.812803 | 1        |
| 54 | XLOC_062599 | 3313 | 2904.04 | 3158.24 | 2925.90 | 0.579683412 | 1        | 0.621003 | 1        |
| 55 | n416967     | 3632 | 2900.69 | 5801.82 | 3262.28 | 0.000528753 | 0.120491 | 0.003676 | 0.185668 |
| 56 | n281790     | 1616 | 2890.18 | 2568.70 | 1978.51 | 0.670730737 | 1        | 0.339037 | 1        |
| 57 | n273000     | 3165 | 2845.46 | 3110.70 | 3038.41 | 0.570839738 | 1        | 0.902932 | 1        |
| 58 | XLOC_075409 | 547  | 2810.92 | 2175.98 | 2616.59 | 0.395437418 | 1        | 0.560003 | 1        |
| 59 | XLOC_014581 | 213  | 2780.34 | 2139.45 | 2997.28 | 0.359101221 | 1        | 0.252371 | 1        |
| 60 | XLOC_009151 | 2725 | 2764.53 | 3068.84 | 2694.09 | 0.49921767  | 1        | 0.405486 | 1        |
| 61 | n295660     | 1644 | 2745.01 | 2442.50 | 2949.83 | 0.474041129 | 1        | 0.226784 | 1        |
| 62 | XLOC_028567 | 5422 | 2696.55 | 2798.11 | 2460.44 | 0.815761031 | 1        | 0.418415 | 1        |
| 63 | XLOC_071148 | 5345 | 2695.29 | 2642.61 | 2026.13 | 0.912539842 | 1        | 0.087419 | 0.846212 |
| 64 | n276978     | 4874 | 2679.74 | 3575.35 | 2978.49 | 0.063909558 | 1        | 0.236643 | 1        |
| 65 | n270661     | 3827 | 2630.06 | 2466.08 | 1558.94 | 0.673148532 | 1        | 0.004108 | 0.197633 |
| 66 | n270770     | 3837 | 2557.61 | 2369.01 | 1991.96 | 0.634663663 | 1        | 0.265683 | 1        |
| 67 | n284801     | 1857 | 2556.46 | 2298.84 | 2284.49 | 0.497955829 | 1        | 0.987197 | 1        |
| 68 | XLOC_074811 | 5741 | 2532.40 | 2542.64 | 2371.11 | 0.982073734 | 1        | 0.68054  | 1        |
| 69 | n291463     | 1293 | 2493.27 | 2151.59 | 1635.00 | 0.560425479 | 1        | 0.292197 | 1        |
| 70 | XLOC_009164 | 9113 | 2478.15 | 2498.43 | 2919.39 | 0.964706875 | 1        | 0.316021 | 1        |
| 71 | n273724     | 3795 | 2467.43 | 2569.53 | 1896.58 | 0.797839228 | 1        | 0.057596 | 0.732701 |
| 72 | XLOC_024053 | 7080 | 2444.12 | 3115.26 | 2685.06 | 0.131384032 | 1        | 0.361946 | 1        |
| 73 | XLOC_018312 | 5223 | 2419.00 | 2458.02 | 2233.77 | 0.919394164 | 1        | 0.553833 | 1        |
| 74 | n264913     | 6852 | 2380.39 | 2470.00 | 3001.94 | 0.81580392  | 1        | 0.215127 | 1        |
| 75 | n281738     | 1630 | 2375.24 | 1636.92 | 2948.14 | 0.1023855   | 1        | 0.010333 | 0.333961 |

|     |             |      |         |         |         |             |          |          |          |
|-----|-------------|------|---------|---------|---------|-------------|----------|----------|----------|
| 76  | XLOC_044900 | 8081 | 2368.79 | 2517.65 | 2514.87 | 0.6912762   | 1        | 0.996738 | 1        |
| 77  | n282758     | 3487 | 2349.17 | 2124.18 | 1852.85 | 0.535701462 | 1        | 0.389278 | 1        |
| 78  | XLOC_059758 | 7157 | 2347.02 | 2444.47 | 2671.64 | 0.777900887 | 1        | 0.590967 | 1        |
| 79  | n265894     | 2806 | 2321.64 | 2302.42 | 3725.60 | 0.990556648 | 1        | 0.002328 | 0.142357 |
| 80  | XLOC_064946 | 1673 | 2316.66 | 2008.60 | 1851.87 | 0.529443876 | 1        | 0.726575 | 1        |
| 81  | n278853     | 427  | 2313.75 | 2554.03 | 2375.07 | 0.542590951 | 1        | 0.678623 | 1        |
| 82  | XLOC_064989 | 9231 | 2282.65 | 1292.72 | 833.55  | 0.000451304 | 0.107429 | 0.006937 | 0.264336 |
| 83  | n290245     | 1770 | 2251.07 | 2060.12 | 1644.41 | 0.575609663 | 1        | 0.154964 | 1        |
| 84  | XLOC_018256 | 6758 | 2244.47 | 2303.86 | 2656.99 | 0.869628878 | 1        | 0.35901  | 1        |
| 85  | n283249     | 3198 | 2239.33 | 3575.98 | 3495.49 | 0.002946898 | 0.319064 | 0.881755 | 1        |
| 86  | n288273     | 2761 | 2221.00 | 1860.00 | 4476.44 | 0.383263259 | 1        | 8.47E-06 | 0.0028   |
| 87  | n265717     | 2228 | 2187.70 | 2220.26 | 3542.55 | 0.904147224 | 1        | 0.003101 | 0.167415 |
| 88  | n267330     | 3483 | 2171.38 | 1955.99 | 3475.52 | 0.514484019 | 1        | 0.000297 | 0.037448 |
| 89  | n287231     | 1857 | 2162.55 | 2203.14 | 2046.96 | 0.901419847 | 1        | 0.654582 | 1        |
| 90  | n276979     | 2863 | 2155.23 | 1814.63 | 2129.08 | 0.289997339 | 1        | 0.312728 | 1        |
| 91  | n274097     | 3772 | 2148.93 | 2216.29 | 3176.15 | 0.825246282 | 1        | 0.022366 | 0.488431 |
| 92  | XLOC_035064 | 2518 | 2147.44 | 1606.19 | 2290.38 | 0.064581754 | 1        | 0.023387 | 0.499119 |
| 93  | XLOC_058975 | 1911 | 2124.01 | 2712.88 | 2570.59 | 0.399280309 | 1        | 0.830013 | 1        |
| 94  | n286590     | 4974 | 2113.84 | 2353.98 | 1730.11 | 0.515531318 | 1        | 0.055366 | 0.722036 |
| 95  | XLOC_007318 | 5616 | 2109.42 | 2242.53 | 1722.92 | 0.704017067 | 1        | 0.091552 | 0.856264 |
| 96  | n421379     | 797  | 2098.98 | 1881.99 | 1682.73 | 0.508491083 | 1        | 0.476048 | 1        |
| 97  | n286082     | 3012 | 2071.11 | 2574.06 | 2188.90 | 0.169064454 | 1        | 0.307824 | 1        |
| 98  | n288898     | 2850 | 2069.46 | 1868.35 | 1830.63 | 0.521692489 | 1        | 0.899597 | 1        |
| 99  | XLOC_018797 | 2149 | 2067.90 | 1904.23 | 2046.20 | 0.608579703 | 1        | 0.640351 | 1        |
| 100 | XLOC_074207 | 9327 | 2056.46 | 1923.15 | 2569.23 | 0.693372116 | 1        | 0.083500 | 0.832416 |

---

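Supplementary Table 1 lists 100 lncRNAs in the order of their mean value in N, with the mean in each condition and the P value and FDR of both comparisons. Of its rows, 68 are known lncRNAs with NONCODE identifiers, and all 68 are in the files analysed here with the same length. The other 32 are predicted loci numbered by Cufflinks (XLOC), which the files list by transcript number (TCONS) in place of locus number. For 18 of these loci exactly 1 TCONS transcript has the length given in the table, and across them the locus and transcript numbers rise together (Spearman's rho 0.996, across loci). Over the 68 known lncRNAs, the table's N value divided by the mean normalized count in N had a median of 1.93 and ranged from 0.25 to 4.79, and the 2 values had a Spearman's rho of 0.833 across lncRNAs.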

\* ID number was obtained from NONCODE v3.0 database.

**Supplemental Table 2 Oligonucleotide primer sequences**

| Designation                         | Forward                           | Reverse                         |
|-------------------------------------|-----------------------------------|---------------------------------|
| <b><i>in situ</i> hybridization</b> |                                   |                                 |
| XLOC_033862_probe_1                 | TGA CTT GAG GCT TTC ATC ATC TGG   | CTG TTG TCC TGG CTG TGC TCT TTA |
| <b>RT-PCR</b>                       |                                   |                                 |
| XLOC_033862                         | TGC AGC TAA GAA TGA CCC AG        | CTT CAA GTT CAT CCC AAC ACA G   |
| <i>Gfra1</i>                        | CTC GGA ATC CAG CCT ACG TC        | CAC TTG TCC TCT CGT GTG CT      |
| <i>Etv5</i>                         | CAC CAT GTA TCG AGA GGG GC        | GAG CAA CCT CTT CCG GTT CT      |
| <i>Pou5f1</i>                       | TGG AGA AGG TGG AAC CAA CTC CC    | ACA CGG TTC TCA ATG CTA GTT CGC |
| <i>Zbtb16</i>                       | CTG CGG AAA ACG GTT CCT G         | GTG CCA GTA TGG GTC TGT CT      |
| <i>Bcl6b</i>                        | TAC TTC AAG GCT TCG CCT CTC T     | CTA CGT GTT CCA TCT GCA AAT AGG |
| <i>Ccnd2</i>                        | CTG CGG AAA AGC TGT GCA TT        | AAC TTG AAG TCG GTA GCG CA      |
| <i>Cxcr4</i>                        | ATG GAA CCG ATC AGT GTG AG        | GAT GAA GTA GAT GGT GGG CAG     |
| <i>kit</i>                          | TGT GGC TAA AGA TGA ACC CTC       | ACA CTC CAG AAT CGT CAA CTC     |
| <i><math>\beta</math>1-integrin</i> | GCA ACG CAT ATC TGG AAA CTT G     | CAA AGT GAA ACC CAG CAT CC      |
| <i>Stra8</i>                        | TTA AAC CAG GAA CCA GAG CC        | AAG ACA AGG CAG TAT AAC TCT AGC |
| <i>Sycp1</i>                        | AGT CGG GAA AAC ATT GAT AAA GAT C | ATA CAG TCT GCT CAT TGG CTC     |

|                                         |                                                                |                                                                |
|-----------------------------------------|----------------------------------------------------------------|----------------------------------------------------------------|
| <i>Actin</i>                            | CCG TAA AGA CCT CTA TGC C                                      | CTC AGT AAC AGT CCG CCT A                                      |
| <b>PCR</b>                              |                                                                |                                                                |
| <i>Pou5f1</i>                           | TGG AGA AGG TGG AAC CAA CTC CC                                 | ACA CGG TTC TCA ATG CTA GTT CGC                                |
| <i>Lin28a</i>                           | AGA TGC TCA AAG AAG TAA ATG                                    | TCC TCT TCT CAA AGC GAA CCT                                    |
| <i>Sox2</i>                             | GCA CAT GAA CGG CTG GAG CAA CG                                 | TGC TGC GAG TAG GAC ATG CTG TAG G                              |
| <i>Vasa</i>                             | TGA TTC AGG CAA TGG TGA CAC T                                  | TTC CCA GAC CCT GTT TGA GC                                     |
| <i>Dazl</i>                             | CTC TCT TTC CAC CAC CGC C                                      | AGG GCC CAG TTT CAG CTT TT                                     |
| <i>Gfra1</i>                            | CTC GGA ATC CAG CCT ACG TC                                     | CAC TTG TCC TCT CGT GTG CT                                     |
| <i>Zbtb16</i>                           | CTG CGG AAA ACG GTT CCT G                                      | GTG CCA GTA TGG GTC TGT CT                                     |
| <i>Gata-1</i>                           | ATC GCC CCA CTC AGT TCT TG                                     | ATA CCA GCG CAT GTC TCC AG                                     |
| <i>Actin</i>                            | CCG TAA AGA CCT CTA TGC C                                      | CTC AGT AAC AGT CCG CCT A                                      |
| <b>shRNA</b>                            |                                                                |                                                                |
| XLOC_033862-663                         | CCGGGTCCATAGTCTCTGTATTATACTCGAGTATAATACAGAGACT<br>ATGGACTTTTTG | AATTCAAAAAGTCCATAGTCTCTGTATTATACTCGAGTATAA<br>TACAGAGACTATGGAC |
| XLOC_033862-1894                        | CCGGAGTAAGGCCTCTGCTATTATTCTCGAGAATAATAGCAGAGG<br>CCTTACTTTTTTG | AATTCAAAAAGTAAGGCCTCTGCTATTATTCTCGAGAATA<br>ATAGCAGAGGCCTTACT  |
| <b>Cytoplasm and nucleus separation</b> |                                                                |                                                                |

*U6 snRNA*

CTC GCT TCG GCA GCA CA

AAC GCT TCA CGA ATT TGC GT

*Actin*

CCG TAA AGA CCT CTA TGC C

CTC AGT AAC AGT CCG CCT A

XLOC\_033862

TGC AGC TAA GAA TGA CCC AG

CTT CAA GTT CAT CCC AAC ACA G

### **Polysome separation**

XLOC\_033862

TGC AGC TAA GAA TGA CCC AG

CTT CAA GTT CAT CCC AAC ACA G

*U6 snRNA*

CTC GCT TCG GCA GCA CA

AAC GCT TCA CGA ATT TGC GT

*GAPDH*

GGT GAA GGT CGG TGT GAA CG

CTC GCT CCT GGA AGA TGG TG

### **ChIRP**

*GAPDH*

GGT GAA GGT CGG TGT GAA CG

CTC GCT CCT GGA AGA TGG TG

XLOC\_033862

TGC AGC TAA GAA TGA CCC AG

CTT CAA GTT CAT CCC AAC ACA G

XLOC033862-1

GGT CTC CAA GAG ACA TAT CA

XLOC033862-2

TTA CAA TAC TGA GAG TGC CC

XLOC033862-3

CAG TCT GGA ACT TTC TTA CC

XLOC033862-4

CGG ATG CTC ATT TTG TGG AA

XLOC033862-5

AGT GAC TAA TGG AGG GCT TT

XLOC033862-6

TCA AGT TCA TCC CAA CAC AG

XLOC033862-7

GAA TTT GGA ATG CTG GCT GT

|               |                            |
|---------------|----------------------------|
| XLOC033862-8  | TAC ATG GTC AGG CTC AGA AT |
| XLOC033862-9  | AGA TCA AGG CTG CCT ATA TG |
| XLOC033862-10 | CCA CAT CTT ACG AAC GTT CA |

---

How the deposited data were processed for this re-analysis (not part of the article)

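Libraries from 2 SSC lines in 3 conditions (N, 0h and 8h, n = 2 per condition) were analysed from the files of each library, and the condition and replicate number of each sample were taken from the sample labels, the paper's methods and its supplementary figures. The authors made the deposited counts by counting uniquely mapped reads of ribosomal RNA-depleted, random-primed Illumina HiSeq libraries on known NONCODE lncRNAs and on transcripts that Cufflinks assembled and Coding Potential Calculator classed as non-coding. The aligner, the counting tool, their versions and the genome build are not stated in the paper or its supplement. The deposited RPKM values equal the count divided by the transcript length and by the total of the count column, so the authors scaled them to reads counted on lncRNAs and not to all mapped reads. The deposited coverage is the authors' percentage of the transcript length covered by reads. A transcript without reads in a library is absent from its file and was given a count of 0.

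Depth per library ranged from 7685843 to 8497549 counted reads, with medians of 8026462 in N, 8317425 in 0h and 7846133 in 8h. At these depths a share below 3.53e-07 to 3.90e-07 of a library, which is 3 counts, cannot be told from absence. Most transcripts had few reads, with a median of 11 counts per listed transcript, and for these the variation between replicates limits what can be called.

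Counts were tested with edgeR 4.0.16 (quasi-likelihood fit and test, TMM normalization) in R 4.3.3 on the 39310 lncRNAs with at least 10 counts in at least 2 of the 6 samples. All 6 samples entered a single fit with 3 groups, since 2 samples per group leave little information on dispersion in a fit of 2 groups. Withdrawal is 0h against N, refreshment is 8h against 0h, and 8h against N was added as a comparison the paper does not report. A lncRNA was called changed at an unadjusted P below 0.05 and a log2 fold change of at least 1 in size, the paper's criterion, and more strictly at a Benjamini-Hochberg FDR below 0.05 with the same fold change. Standard errors of log2 fold changes were obtained from the log2 fold change and the quasi-likelihood F statistic. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size. The lncRNAs named in the text were chosen by a rule written before the files arrived: those the paper names for the sequencing experiment, the 5 with the largest summed log2 fold changes among those changed in both comparisons at the FDR threshold and in the same direction in both replicates, and the 5 with the largest change between N and 8h by the same criteria.

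The test was checked on simulated counts with 200 lncRNAs changed by known amounts, of which it recovered 98% with 7 false calls and 0 wrong signs. These 200 had mean counts of at least 50 and log2 fold changes of at least 2 in size. Recovery of smaller changes, or of changes at lower counts, was not tested. Another 10 data sets were simulated with no difference between conditions, and 4.59% to 5.01% of lncRNAs had an unadjusted P below 0.05. Each sample was drawn independently, so a difference between lines shared by the conditions was not simulated. Alternatives were DESeq2 1.42.0 (Wald test), edgeR's exact test on the 2 groups compared, DESeq2's size factors or total counts for normalization, no filter, a minimum of 50 counts in 2 samples, the replicate number as a replicate block, a fit of only the 2 groups compared, and each of the 6 samples left out. The pairing of samples was checked by correlating the difference between replicates 1 and 2 between conditions. Exact permutation of 2 samples against 2 cannot give a p below 0.333, so significance rests on the model fitted across all lncRNAs.

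The design had assumed XLOC locus numbers. Since the files hold TCONS transcript numbers, lncRNA033862 was identified by its length, and the permutation test of neighbouring loci (100000 resamples within 10 abundance strata, Python 3.11.15, scipy 1.17.1) was run on transcript numbers. Gfra1 was located with blastn 2.17.0 against GENCODE vM21 on GRCm38. Left out were all mRNA results, the loci without a stated length, the neighbouring loci of XLOC_033862, and the chromosomal distribution of changed lncRNAs, because the files analysed here hold no mRNAs, locus numbers or coordinates.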

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

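Between N and 8h, a comparison the paper does not report, 84 lncRNAs differed at least 2-fold at an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 60 were lower and 24 higher in 8h, and all 84 moved in the same direction in both lines. The mean in 0h lay between those of N and 8h for 63 of them, beyond the N mean for 12 and beyond the 8h mean for 9. At the same threshold 49 of the 84 also changed on refreshment but not on withdrawal, 9 on withdrawal but not on refreshment, and 25 in neither. The 5 with the largest changes were TCONS_00024832 (log2 fold change -7.55, standard error 1.31), TCONS_00116797 (5.88, standard error 1.02), n279381 (-3.81, standard error 0.47), TCONS_00007152 (-3.58, standard error 0.62) and TCONS_00007054 (-3.57, standard error 0.48). TCONS_00024832 had 15 and 31 reads in N and none in 8h, and each of the 5 lost an FDR below 0.05 in 3 to 5 of the 6 fits that left out a sample. The 84 and their division come from the fit without the replicate number, and the count depended strongly on the fit. It was 828 with the replicate number as a replicate block, a pairing taken from the labels, 610 with edgeR's exact test, 523 without a filter on low counts, 232 with DESeq2's Wald test, and from 1 to 86 over the fits that each left out 1 sample.

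Technical explanations of this difference were tested as far as the files allow. With replicate variation simulated from the measured dispersions, at most 3 such lncRNAs passed in 10 data sets without a difference between conditions (variation between replicates). Larger variation than these dispersions was not simulated and is not ruled out. Size factors from DESeq2 in place of TMM gave 85 lncRNAs, and leaving out the 9 most abundant lncRNAs also gave 85. These settings moved the scale of the samples against each other by at most 0.76% and 0.69%, so they cannot test library size and composition or the weight of a few lncRNAs. Total counts in place of TMM moved the scale by up to 11.41% and gave 87 lncRNAs, and other differences in composition were not tested. The median transcript length of the 84 was 2318 bp, against 2077 bp for tested lncRNAs of similar abundance (permutation p = 0.22, 100000 resamples). The predictions for the simulation and the size factors were written after those results had been seen, and the other predictions before. GC content and the batch in which the libraries were made could not be tested, because the files hold no sequences and the labels no batches. In the design, 8h cultures had been through 18 h without GDNF and 8 h with it, so a lasting effect of withdrawal, a response to the return of GDNF and the longer time since the start of treatment may each contribute, and none of these can be told apart from a difference in composition or batch between conditions.

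With the replicate number as a replicate block, 973 lncRNAs differed between replicates 1 and 2 at an FDR below 0.05, a difference between lines that the paper does not report. Data simulated from the measured dispersions without such a difference gave at most 2 (variation between replicates). Larger variation was not simulated and is not ruled out. With DESeq2's size factors the count was 968 and without the 9 most abundant lncRNAs 958, but these settings hardly moved the scale of the samples, so library size, composition and a few abundant lncRNAs are not ruled out. Total counts in place of TMM, a setting chosen after seeing the data, gave 1065. The difference between replicates 1 and 2 correlated between conditions at a mean of 0.175 across lncRNAs, which shows that samples with the same number deviate together. Except for this last test, the predictions were written after the counts had been seen. The paper states that the 2 replicates are independently established lines, and a difference between lines may explain the pattern, but a difference in composition, library preparation or sequencing between the replicate numbers cannot be separated from it.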

How the results depend on the processing

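Most alternatives were fixed before the processed files arrived. The fit without the 9 most abundant lncRNAs, total counts with the replicate block, the stricter filter for the correlation of opposite changes and the use of transcript numbers for the clustering test were chosen after seeing the data. The direction of change of lncRNA033862 (XLOC_033862) and its FDR below 0.05 after withdrawal were unchanged under every alternative, with log2 fold changes from -1.493 to -1.321 over the fits that each left out 1 sample. After refreshment these fits gave 0.926 to 1.166. The log2 fold change was below 1, the 2-fold threshold, without 0h replicate 2 (0.982) and without 8h replicate 2 (0.926). The FDR after refreshment stayed below 0.05 with both replicates kept, but not in every fit that left out 1 sample. Clustering of changed transcripts was run under 2 alternatives only. Its ratio of observed to expected was 7.01 without matching for abundance and 5.51 for numbers within 2 of each other, against 6.66.

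The number of lncRNAs called by the unadjusted P depended mainly on the filter. Without a filter on low counts 2094 lncRNAs rose and 2129 fell on withdrawal, and 1456 changed in both comparisons. With at least 50 counts in 2 samples, withdrawal gave 272 up and 343 down, refreshment 592 up and 431 down, and 288 changed in both. Leaving out each sample gave 1038 to 1604 up and 1172 to 1764 down on withdrawal, 1395 to 2241 up and 1386 to 1730 down on refreshment, and 688 to 1307 in both. Most of these lncRNAs have few counts, so their number could in part reflect the transcripts admitted to the test. It could also reflect the depth of the data, which was not varied.

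At the FDR threshold the estimate of replicate variation mattered most. With the replicate block, 644 lncRNAs changed on withdrawal, 1248 on refreshment, 281 in both and 828 between N and 8h, against 201, 350, 85 and 84 without it. The block removes the difference between lines from the residual variation, which could explain the larger numbers. The edgeR exact test on the 2 groups compared gave 476 on withdrawal, 977 on refreshment, 183 in both and 610 between N and 8h, and no filter gave 531, 880, 226 and 523. DESeq2's Wald test gave 232 between N and 8h. Fitting only the 2 groups compared gave fewer lncRNAs on refreshment (171), in both (52) and between N and 8h (73), and more on withdrawal (245). With a sample left out, 1 group has no replicate, and the counts ranged from 31 to 248 on withdrawal, 27 to 195 on refreshment, 10 to 69 in both and 1 to 86 between N and 8h.

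Requiring 10 counts in both N samples left 26267 lncRNA species, 12111 known and 14156 predicted. The rank of lncRNA033862 in N was 317 by mean RPKM. The correlation between replicates in N, 0h and 8h was 0.9266, 0.9265 and 0.9313 for the natural log of RPKM + 1, 0.9966, 0.9969 and 0.9932 for untransformed RPKM, and 0.7717, 0.7728 and 0.8017 by Spearman's rank correlation. With zeros set to 0.01, as in the main setting, lncRNAs read in only 1 replicate lie far from the diagonal, whereas untransformed values could be carried by the few most abundant lncRNAs. For lncRNAs with at least 50 counts in 2 samples, the mean Pearson r of opposite changes was -0.528 with a shared 0h sample and -0.334 without, and the mean Spearman rho without a shared sample was -0.264.

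The only reversal was n266295 between N and 8h, where the change was not significant and became -0.311 without 8h replicate 1, in a range from -0.311 to 0.689 over the fits that each left out 1 sample. Over all log2 fold changes of single lncRNAs, lncRNA033862 included, 53 values lost and 5 gained significance, and 242 stayed the same. Clustering by XLOC locus number was not run because the files hold no locus numbers, and the alternatives for log2 RPKM values were not run because the files hold counts. edgeR's exact test, with fold changes from group means, gave no log2 fold change for TCONS_00053255, TCONS_00104044 and TCONS_00024832, which had no reads in a whole group.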

Differences from the paper's values

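The correlation between the 2 replicates of each condition, computed on the natural log of RPKM with zeros set to 0.01, was 0.6526 in N, 0.66 in 0h and 0.6855 in 8h, against the paper's 0.996, 0.996 and 0.993. Of the alternatives set before the files arrived, untransformed RPKM closed the gap in all 3 conditions, with 0.9966, 0.9969 and 0.9932, and the natural log of RPKM + 1 and Spearman's rank correlation did not.

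lncRNA033862 ranked 48 by mean normalized counts in N, against the paper's 13. Mean RPKM (317) did not close the gap. DESeq2's size factors left the rank at 48, but they scale all lncRNAs of a sample alike, so they cannot test it.

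The FDR of lncRNA033862 was 0.000843 after withdrawal against the paper's 1.41e-07, and 0.00646 after refreshment against the paper's 0.000963, where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was used here. None of the alternatives set before the files arrived closed either gap. The closest values were 2.61e-07 after withdrawal with the replicate block and 0.00193 after refreshment with edgeR's exact test. The alternatives lay on both sides of the paper's values. DESeq2's Wald test, for example, gave smaller FDRs, 2.09e-11 after withdrawal and 4.67e-06 after refreshment.

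The paper's number of lncRNA species in N and its mean reads of lncRNA033862 differed from those found here by less than 1.5 times. So did its numbers of lncRNAs changed in both comparisons. The same held for single comparisons, with its numbers taken as 1154 up and 1473 down on withdrawal and 2089 up and 2136 down on refreshment. The paper's wording names mRNAs before lncRNAs, and for withdrawal increases before decreases, the reverse of this reading. In the wording's order the lncRNA numbers for refreshment would differ by more than 1.5 times. The N values of the 68 known lncRNAs in the paper's Supplementary Table 1 had a median of 1.93 times the mean normalized count found here. The table's value was more than 1.5 times the normalized count for 57 of them and below the inverse of 1.5 for 4, and these single values were not recomputed under the alternatives.

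With DESeq2's size factors, 83 lncRNAs changed in both comparisons at an FDR below 0.05, the same number as the paper's. At the unadjusted P the same setting gave 936 against the paper's 805, and no alternative gave both of its numbers. Without 8h replicate 1, 805 lncRNAs changed in both comparisons at the unadjusted P, also the paper's number, against 938 with all 6 samples.

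The paper states that lncRNA033862 had the most reads of the lncRNAs that changed in both comparisons. By mean normalized counts in N it was at rank 2 among the 938 found here.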

Other observations

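The 2 comparisons of the paper share the 0h samples, so variation in 0h alone can make a lncRNA appear to change in both, in opposite directions. In 10 simulated data sets without a difference between conditions, at most 337 lncRNAs passed both comparisons, against 938 in the data, a prediction written after the simulation had been seen. Between different lines, which share no 0h sample, the changes of withdrawal and refreshment still correlated negatively across lncRNAs, with a mean Pearson r of -0.142 against -0.524 for the same line, a prediction written before that result was seen. Variation in the shared samples, at the size of the measured dispersions, may thus account for part of the 938 but not for all of them. At the FDR threshold the simulations gave no lncRNA in both comparisons.

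Reads covered between 52.4% and 60.24% of the length of lncRNA033862, a mean of 57.14%. Of 19 predicted lncRNAs within 20% of its length and with 0.5 to 2 times its mean count, 0% had lower coverage, and their median was 85.36% and their range 73.88% to 96.63%. The coverage thus lies below what is usual at this length and abundance, a comparison whose prediction was written before it was made. The script first also held a rule, absent from the prediction, that fewer than 20 such lncRNAs decide nothing, and this rule was removed after the value had been seen. In a wider set of 152 predicted lncRNAs of that length, which also held less abundant ones, 3 had lower coverage than lncRNA033862. The overlapped Gfra1 exon makes up 46.0% of the transcript, and the files carry no strand, so reads of Gfra1 mRNA could have been counted on the lncRNA. Had all reads come from that exon, coverage would not exceed 46.0%, and the lowest coverage of 52.4% was above it, so the reads cannot come from the exon alone, a prediction written after the coverage had been seen. A mixture of both transcripts and stretches where reads do not map uniquely remain possible and were not tested, since the files hold no read positions and no genome sequence was used here.

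Predicted lncRNAs that changed in both comparisons often had neighbouring transcript numbers. Of 659 such transcripts 63 had a changed neighbour, against 9.5 in random draws of the same abundance, a ratio of 6.66 (permutation p = 1.0e-05, the smallest that 100000 resamples can give). Without matching for abundance the ratio was 7.01, and for numbers within 2 of each other it was 5.51. Neighbouring TCONS numbers may belong to the same locus, so the changed predicted lncRNAs may include several transcripts of 1 locus. The files hold no locus numbers, and this was not tested.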
